# Repeated behavioral testing and the use of summary measures reveal trait anxiety in preclinical rodent models

**DOI:** 10.1038/s41398-025-03586-y

**Published:** 2025-10-31

**Authors:** Zoltán K. Varga, Diána Pejtsik, Máté Tóth, Zoltán Balogh, Manó Aliczki, László Szente, Gyula Y. Balla, Levente Kontra, Zsófia Eckert, Huba Szebik, Zsolt Borhegyi, Éva Mikics

**Keywords:** Neuroscience, Psychiatric disorders

## Abstract

The reliability and validity of preclinical anxiety testing is essential for translating animal research into clinical use. However, the commonly used anxiety tests lack inter-test correlations and face challenges with repeatability. While translational animal research should be able to capture stable individual anxiety traits - the core feature of anxiety disorders - the conventional approach employs a single type of test at a single time, which primarily reflects transient states of animals that are heavily influenced by experimental conditions. Here, we propose a validated, optimized test battery capable of reliably capturing trait anxiety in rats and mice of both sexes. Instead of developing novel tests, we combined widely used tests (elevated plus-maze, open field and light-dark test) to provide instantly applicable adjustments for better predictive validity. We repeated these tests three times to capture behavior across multiple challenges, which we combined to generate summary measures (SuMs). Our approach resolved inter-test correlation issues and provided better predictions for subsequent outcomes under more anxiogenic conditions or fear conditioning. SuMs were also shown to be more sensitive markers of stress-induced anxiety following social isolation. Finally, we tested our method’s efficacy in discovering anxiety-related molecular pathways through RNA sequencing of the medial prefrontal cortex. SuMs revealed four-times more molecular correlates of trait anxiety than transient states, highlighting novel gene clusters. Furthermore, 16% of these correlates were also found in the amygdala. In summary, we provide a novel approach to capture trait anxiety in rodents, offering improved predictions for potential therapeutic targets for personalized medicine. We also provide recommendations to enhance feasibility without compromising validity or animal ethics, tailored to various scientific goals.

## Introduction

Most of us have experienced anxiety during our lives. The tendency to evaluate situations as threatening and respond with anxiety and avoidance stems from one’s individually characteristic, stable trait anxiety (TA) [1, 2]. High levels of TA predict a high frequency of anxious states (SA) in different situations [2–4]. The tendency to experience a heightened level of anxious states represents an important factor in the diagnosis of generalized anxiety disorder (“excessive anxiety and worry […], occurring more days than not for at least 6 months”) [5]. Given its central role in anxiety disorders, TA may represent an important therapeutic target [2, 6, 7].

In pathological conditions of anxiety, pharmacotherapy has a response rate of less than 60% [8], leaving anxiety disorders one of the most prevalent and burdening mental illnesses [9]. Prescribed compounds act through brain mechanisms that have been targeted for at least 30 years with moderate success, and new candidates are rare [10]. Unfortunately, animal models, our primary source of information on the molecular basis of psychiatric disorders, offer targets that fail in clinical trials in more than 90% of cases [11, 12]. Such alarming rates of failed medicine candidates at clinical levels highlights a crisis in our current preclinical approach to modeling psychiatric disorders, including anxiety disorders, and underscores the urgent need for fundamental improvement to enhance translational validity.

One potential reason for this translational gap is the mismatch between what is assessed in preclinical and clinical settings: while clinical anti-anxiety therapies are considered satisfactory if they control the permanent anxiety symptoms, conventionally employed animal tests primarily detect transient and fluctuating anxiety states (SA) [13–15]. Consequently, these tests are more likely to identify markers and treatment targets associated with transient symptoms rather than addressing the underlying drivers of chronic anxious traits. Results from the most commonly used [12] rodent paradigms, the elevated plus-maze (EPM) [16, 17], the light-dark (LD) [18, 19] and the open field (OF) [20, 21] tests, support this concern. Behavioral parameters measured in these tests show limited correlation with each other [13, 22] and are hardly reproducible [23–25], suggesting that in their current use they are unable to capture a common underlying construct like TA. Alternative approaches investigate TA using selectively bred highly anxious animal strains [26–28]. Unfortunately, these approaches are limited to the examination of TA in that specific strain, moreover, their molecular profile may not directly relate to the anxious phenotype. Consequently, despite the clear shortcomings of current methods, and the urgent need for improvement, the field still lacks an adequate tool to measure TA.

To bridge this gap, we offer a novel approach to measure TA by refining both the sampling and analysis of conventional anxiety tests. We hypothesize that behavior observed in these tests primarily reflect SA, which emerges from the interaction between an individual’s stable TA and the current environmental context (Fig. 1A – hypothesis). Based on this assumption, improved sampling of SA can provide a reliable measurement of TA. Our approach employs the conventional, standard anxiety tests but expands the classical sampling method in both time and depth to capture a broader range of behavioral states (Fig. 1A – sampling and analysis). Specifically, we (i) measured multiple behavioral variables, (ii) included repeated testing sessions and (iii) combined multiple different types of tests in our analysis. Particularly, we sampled SA in rats and mice using different sequences of the most widely used anxiety tests, with each test repeated three times for all animals. We measured a range of variables (referred to as single measures, SiMs) and assessed the possibility of their summarization. This led to the creation of summary measures (SuMs) by averaging SiMs across repeated tests, and composite measures (COMPs) by averaging SiMs or SuMs across different test types (Fig. 1A). In medical research, generating SuMs from serial sampling is a well-established strategy for capturing the underlying, stable construct of fluctuating states while reducing environmental noise and avoiding over-parametrisation [29]. Despite these clear advantages, this approach has yet to be adopted by the field of behavioral neuroscience.

**Fig. 1:**
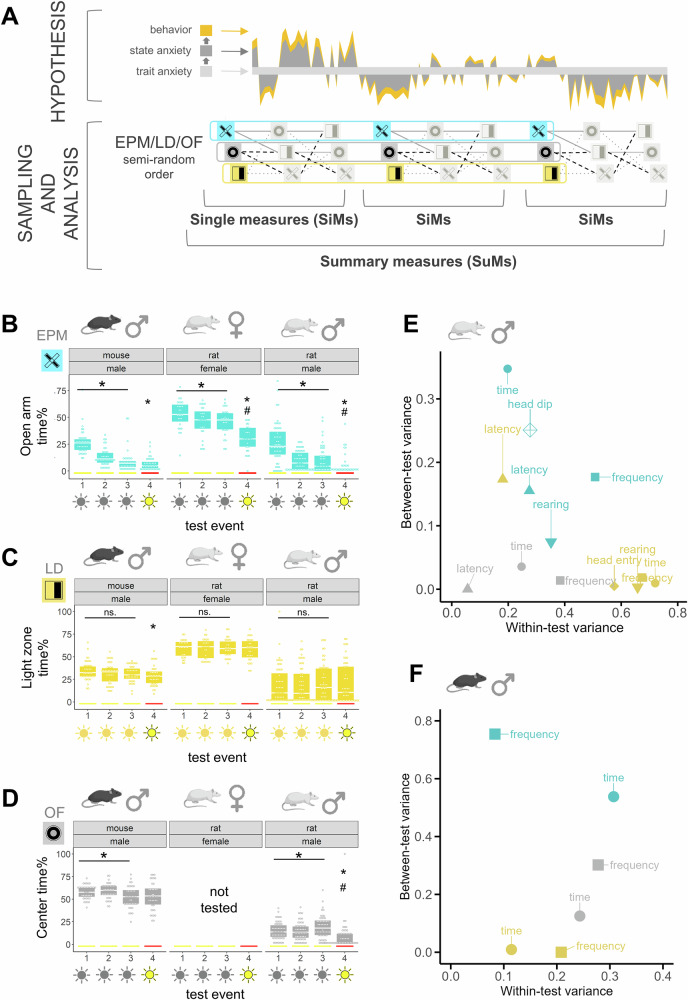
Design and outcome of the extended sampling design of trait anxiety in mice and rats. **A** Hypothesis, sampling, and analysis design. Hypothesis: Schematic drawing showing how behavior is expressed as a consequence of state and trait anxiety according to our working hypothesis. Measured anxiety-like behavior is driven by the underlying trait anxiety, but it is influenced by time and context, hence using a single anxiety test at a single time leads to undersampled experiments reflecting only transient anxiety states of the individual. Sampling design: we used repeated sampling with different types of tests in a semi-random order to better capture internal and external variability stemming from the individual’s trait and state factors, environmental context, and their fluctuation in time. Analysis design: Behavioral data (time or frequency of entering the aversive zone) from each test were used to create classical single measures (SiMs). More stable summary measures (SuMs) were created by combining multiple variables and testing events to describe trait anxiety. **B**–**D** The effect of test repetitions on time spent in the aversive compartment of the EPM (B), LD (C), and OF (D) anxiety tests in male C57BL/6J mice (left panel), female Wistar rats (middle panel) and male Wistar rats (right panel). Red lines highlight the testing event in aversive conditions. The light icons underneath the number of testing occasions represent the type and intensity of light used, where gray means infrared lighting, yellow means white light, and yellow with black contour means aversive lighting condition (low light intensity for the EPM or OF and bright light for LD). Refer to the supplementary figures to see the same plots with aversive zone entry frequencies (Supp. Fig. 1A–C). **E**, **F** Between- and within-test variances of all variables measured for male Wistar rats (E), and male C57BL/6J mice (F). Between-test variance means the individual variance of animals between different test sessions, while within-test variance means the variability of the population’s behavior within a single test session. A higher within-test variance and a lower between-test variance means that a test captures a wide range of individual variation within a test session, and that animals’ behavior is stable across test repetitions. Refer to the supplementary figures for repeatability estimates calculated from between- and within-test variances (Supp. Fig. 1D–E). EPM elevated plus-maze test, OF open field test, LD light-dark test. * over a line: p < 0.05 significant main effect of the test event during the baseline sampling period. * over the aversive sampling day (red line): significant pairwise differences from the 1st test event. # over the aversive sampling day: significant pairwise differences from the 3rd test event. All statistical results are presented in Table 1.

We validated SuMs as indicators of TA by several novel approaches. (i) Since TA is assumed to underlie performance across different anxiety tests, we hypothesized that SuM-based inter-test correlations would be stronger than the classical SiM-based ones. (ii) Since TA is stable across time and contexts, we hypothesized that SuMs better predict future behavioral responses to acute stress in anxiety- or fear-triggering environments. (iii) Since high levels of TA is a core symptom of anxiety disorders, we further hypothesized that SuMs would serve as more sensitive markers of chronic stress-induced anxiety in an etiological stress model. Following these validation steps, we examined the sensitivity of SuMs in discovering molecular markers and potential therapeutic candidates for anxiety by conducting RNA sequencing in the medial prefrontal cortex (mPFC), a key anxiety-related brain region [30, 31].

## Materials and methods

Detailed methods and a table outlining the specific procedures applied to each cohort are provided in the supplementary materials (Supp. Mat. Table 1).

### Animals

Six animal cohorts were used in this study, each acclimated to the housing conditions for two weeks before testing. Animals were housed in groups of 2–5 (mice and rats in separate rooms) under standard conditions with a reversed day-night cycle. The cohorts included: two cohorts of adult male Wistar rats (n = 54, Charles-River) to examine trait anxiety and neural correlates; one cohort each of adult female Wistar rats (n = 27), adult male C57BL/6J mice (n = 40, Jackson Laboratory) to assess replicability and sex differences; adult male Long-Evans rats (n = 28, Charles-River) to study correlations between acoustic startle, generalized fear (CFP), and trait anxiety; and adult male Wistar rats (n = 30) to investigate effects of social isolation on trait anxiety. A table summarising all cohorts and tests can be found in the supplementary methods (Supp. Mat. Table 1). Sample sizes for the first rat experiment (n = 54) were calculated using the pwr R package aiming to measure a minimum r = 0.35 correlation coefficient at alpha = 0.05 significance level and beta = 0.8 power. Following the first experiment we decreased sample sizes according to the robustness indices of behavior-behavior and behavior-gene expression correlations.

### Experimental design

Wistar rats underwent a semi-randomized 3-week test battery (EPM, OF, LD tests, each repeated three times), with six fixed test order combinations to eliminate order and time-of-day biases (Fig. 1A). This was followed by an additional week under more aversive conditions (increased light), and, two days later, a final open field test (OF2) to standardize the last testing experience for all animals. For the social isolation protocol, rats were reared from weaning (P21) either in groups of four or isolated until adulthood. Female rats, socially isolated males, and mice underwent the same protocol of 3-week baseline testing followed by an aversive testing week. Long-Evans rats completed the 3-week protocol, followed by an acoustic startle and fear conditioning tests. For anxiety tests, time spent in the aversive zone, frequency, and latency of aversive zone entries were analyzed automatically (Noldus EthoVision XT15), while EPM head-dips, LD head-entries, and rearing were scored manually (Solomon Coder [32]) by experimenters blind to experimental groups.

### Behavioral measures

Composition of all variables are shown below. To attenuate the possibly state anxiety-driven fluctuation of behavioral variables across repeated testing, and thus to improve the detection of stable traits, we introduced summary measures of behavior. Our improvement to the conventional preclinical approach involved two key aspects: (1) Based on the results of the principal component analysis shown in Supp. Fig. 1F–G, and correlations shown in Fig. 2A, B as well as Supp. Fig. 2A, we calculated single measures (SiMs) by inverting min-max-scaled time spent in the aversive zone (for rats) or frequency of entering the aversive zone (for mice) during the first exposure to each test (EPM, OF, LD performed during the first week of testing). (2) Using data from the same animals, we also created summary measures (SuMs) by averaging and summing the scaled variables across the 2-, or 3 repetitions of each anxiety test type. This approach aimed to reduce noise from situational variability and enhance the detection of temporally consistent traits. To assess the effectiveness of SuMs in capturing the common underlying factors across different anxiety tests, we compared the strength of individual-level correlations using SiMs versus SuMs. Additionally, we also created composite scores (COMP) by averaging the SiMs or SuMs of different tests. Means and standard errors are reported for behavioral measures.

Throughout this study, all variables were scaled into dimensionless, combinable values ranging from 0 to 1 (min-max scaling) and inverted (multiplied by −1) to correspond to anxiety levels according to the following formula:

$${scaled\; variable}(i)=\left(\frac{{variable}(i)-\min \left({variable}\right)}{\max \left({variable}\right)-\min \left({variable}\right)}\right)* (-1)$$

SiMs, SuMs or COMPs were calculated using the following scaled and inverted variables:

**Calculation of single measures for a test (SiMs):**

***rats: SiM*** *= time spent in aversive zone*

***mice: SiM*** *= entry frequency into aversive zone*

**Calculation of summary measures (SuMs):**

***rats: SuM*** *of 3 tests of the same test type = average(****test1****[time+freq],* ***test2****[time+freq],* ***test3****[time+freq])*

***mice: SuM*** *of 3 tests of the same test type = average(****test1****[freq],* ***test2****[freq],* ***test3****[freq])*

**Calculation of composite scores (COMPs) of different test types:**

***rats and mice: COMP SiMs*** *of different test types = average(****LD****[time+freq],* ***EPM****[time+freq],* ***OF****[time+freq])*

***rats and mice: COMP of SuMs*** *of different test types = average(****LD SuM****[time+freq],* ***EPM SuM****[time+freq],* ***OF SuM****[time+freq])*

Anxiety scores used in Fig. 3 are SiMs or SuMs containing scaled and inverted time and frequency data. An additional table (Supp. Mat. Table 2) with variable components in the Supplementary methods is available.

**Statistical analysis** was done in R statistical environment [33]. Principal component analysis [34] of all analyzed behavioral variables from the first week of testing was performed to investigate the shared variance between different behavioral variables. For correlations, Spearman correlation analysis [35] was used. False discovery rate (FDR) correction for multiple comparison testing was done using the Benjamini-Hochberg method [36].

**Repeatability** was assessed by calculating the proportion of within-test variance to total variance [37] using the formula: *within test variance/(within test + between test variance)*. Within-test variance reflects individual variation within a single test, while between-test variance captures individual variation across test repetitions. Variance components and repeatability estimates (with 95% confidence intervals via 1000 parametric bootstraps) were computed using ‘rptR’ package [38, 39]. Estimates were deemed significant if confidence intervals excluded zero. After verifying normality, variances and adjusted repeatability values were determined for all behavioral measures.

**Random forest analysis (RF)** with automated variable selection was performed using the VSURF package [40] in R. Subjects were assigned to low or high anxiety groups according to whether their anxiety score fell below or above the interquartile density minimum (valley). As a result of RF and the VSURF variable selection pipeline a list of significant predictors was chosen to maximize variable importance and minimize redundancy. Variable importance scores of predictors were plotted against their respective variable complexity.

### Blood corticosterone assessment of Wistar rats

Tail vein blood samples were collected in a resting state (5 days before the first experiment) and in stress-induced (immediately after OF2) conditions. The quantification of plasma corticosterone was carried out using radioimmunoassay similarly to previous work by our laboratory [41].

### RNASeq analysis

Microdissection of bilateral mPFC tissue was performed 2 weeks after the last experiment (OF2). Whole transcriptome-analysis via RNASeq was performed on the homogenized mPFC tissue. Single-read RNAseq was performed on 27 animals, chosen based on their COMP scores (Fig. 4A), by the Department of Biochemistry and Molecular Biology at University of Debrecen, using the NEBNext Ultra II RNA Library Prep Kit (New England Biolabs) and sequencing on Illumina NextSeq500. Regression analysis to reveal differentially expressed genes (DEGs) was done using the DESeq2 package [42]. Analysis of gene-behavior regressions was carried out using SiMs, SuMs or COMPs of tests as continuous covariates in the design. FDR correction was done using the Independent Hypothesis Weighting method [36]. Only genes with FDR-adjusted p < 0.05 were considered significant. Functional clustering of DEGs was done using DAVID [43, 44], and connections were visualized in Cytoscape [45]. Deseq2 results are shown in Supplementary Table 1.

**qPCR analysis** was performed on total RNA from mPFC and amygdala of the same animals as RNASeq. Gene expression was measured using custom TaqMan Array Cards (Applied Biosystems, USA) for 45 genes. Inter-run calibration used Actb and Gapdh as references, and data were normalized using the 2-ΔΔCT method [46, 47]. Expression values with cycle thresholds >35 were excluded.

**Robustness**. We assessed the stability of correlations between behaviors and gene expression via a robustness index, based on the minimum sub-cohort size where the standard deviation of p-values reached the 0.05 threshold. This was calculated by reanalyzing Spearman correlations across 20,000 random sub-cohorts; the R function is available upon request.

## Results

### Overlaps between anxiety-like variables support the use of SuMs

When variables carry overlapping information, summarizing them can be both feasible and beneficial for capturing their shared background. To assess the level of overlap among variables from the EPM, LD, and OF tests and to measure behavioral changes across repeated test sessions, we conducted repeatability and correlation analyses in both rats and mice. Repeatability was assessed by examining test-retest changes across repeated sessions under baseline and more aversive conditions (bright light) (Fig. 1B–D), as well as through within and between-test variability (Fig. 1E, F), and bootstrap analysis-based repeatability measures (Supp. Fig. 1D, E). During repeated testing in baseline conditions, a significant change in time spent in the aversive zone of the tests was observed over repeated sessions in the EPM (Fig. 1B) and the OF (Fig. 1D) in both rats and mice, but not in the LD test (Fig. 1C). Testing under more aversive conditions tended to decrease time spent in the aversive zone in the EPM and OF, but not in the LD test. Aversive zone entries showed similar trends, with a more pronounced avoidance response to the aversive light conditions, and some effects of repeated testing in the LD (Supp. Fig. 1A–C). The observed test-type-dependent effects demonstrate that different anxiety tests vary in their sensitivity to environmental influences. Notably, the LD test showed minimal test-retest carry-over or aversive condition effects, while the EPM and the OF tests demonstrated high sensitivity to both factors. Analysis of within- and between test variances, and test repeatability (Fig. 1E, F, Supp. Fig. 1D, E) confirmed that the LD variables are the most stable across test repetitions (lowest individual variability between test sessions) in rats and mice, and the most sensitive to individual differences (highest population variability within a test session) in rats, therefore the LD had the highest repeatability values for most variables (frequency and time spent in aversive zone, head entries into aversive zone and rearing). In contrast, the EPM showed the highest variance across repeated testing in both rats and mice, and showed the lowest repeatability for most variables (Fig. 1E, F, Supp. Fig. 1D, E). Variables of the same test type clustered together based on their between- and within-test variances, with frequency variables showing the highest, and latency-variables the lowest repeatability in rats, indicating a partial overlap among variables measured in the LD, EPM or OF. PCA revealed further similarities, as variables of all three tests tended to load onto the same dimensions (Supp. Fig. 1F–G). Since inclusion of ethological parameters, such as head-dipping or rearing showed no clear PCA separation or superior repeatability compared to time or frequency measures, we prioritized these simpler, robust readouts in later analyses. Interestingly, while in rats time and frequency variables of different tests loaded onto PC1 with similar weight, in mice only frequency variables were represented consistently in the most important component. Statistical results for (Fig. 1B−D, and Supp. Fig 1A−C) are presented in Table 1.

**Table 1:** Parameters of test statistics.

Figure / result	Hypotheses testing / model	comp.	var.	Test statistics with df	n	effect size	p	Further information
Figure 1B/C/D	repeated measures ANOVA / rat male main effect	EPM	time(s)	F2,107 = 34.206	54	0.800	0.000	
			freq	F2,107 = 26.517		0.703	0.000	Supp. Fig. 1A
		OF	time(s)	F2,108 = 3.643		0.260	0.029	
			freq	F2,108 = 2.235		0.204	0.112	Supp. Fig. 1C
		LD	time(s)	F2,106 = 0.801		0.123	0.452	
			freq	F2,106 = 4.119		0.279	0.019	Supp. Fig. 1B
	aversive contrast paired t-test (male rats)	EPM 1 vs 4 (aversive)	time(s)	t76 = 8.007		0.920	0.000	
			freq	t82 = 6.738		0.742	0.000	Supp. Fig. 1A
		EPM 3 vs 4 (aversive)	time(s)	t94 = 2.898		0.299	0.005	
			freq	t94 = 2.748		0.283	0.007	Supp. Fig. 1A
		OF 1 vs 4 (aversive)	time(s)	t88 = 2.894		0.309	0.005	
			freq	t106 = 4.643		0.451	0.000	Supp. Fig. 1C
		OF 3 vs 4 (aversive)	time(s)	t102 = 4.043		0.400	0.000	
			freq	t104 = 4.9		0.479	0.000	Supp. Fig. 1C
		LD 1 vs 4 (aversive)	time(s)	t106 = −0.315		0.031	0.753	
			freq	t107 = −0.460		0.045	0.646	Supp. Fig. 1B
		LD 3 vs 4 (aversive)	time(s)	t106 = 0.356		0.035	0.722	
			freq	t105 = 1.078		0.105	0.284	Supp. Fig. 1B
	repeated measures ANOVA / rat female main effect	EPM	time(s)	F2,52 = 3.419	27	0.363	0.040	
			freq	F2,52 = 10.343		0.631	0.000	Supp. Fig. 1A
		LD	time(s)	F2,52 = 0.038		0.038	0.963	
			freq	F2,52 = 16.647		0.800	0.000	Supp. Fig. 1B
	aversive contrast paired t-test (female rats)	EPM 1 vs 4 (aversive)	time(s)	t51 = 7.989		0.853	0.000	
			freq	t49 = 0.595		1.121	0.000	Supp. Fig. 1A
		EPM 3 vs 4 (aversive)	time(s)	t52 = 4.431		0.616	0.000	
			freq	t51 = 3.609		0.506	0.001	Supp. Fig. 1A
		LD 1 vs 4 (aversive)	time(s)	t50 = 0.594		0.085	0.555	
			freq	t52 = 1.712		0.243	0.093	Supp. Fig. 1B
		LD 3 vs 4 (aversive)	time(s)	t50 = 0.675		0.096	0.503	
			freq	t52 = −2.073		0.289	0.043	Supp. Fig. 1B
	repeated measures ANOVA / mouse main effect	EPM	time(s)	F2,78 = 64.944	40	1.290	0.000	
			freq	F2,78 = 74.446		1.382	0.000	Supp. Fig. 1A
		OF	time(s)	F2,77 = 8.386		0.466	0.001	
			freq	F2,77 = 23.279		0.779	0.000	Supp. Fig. 1C
		LD	time(s)	F2,78 = 1.411		0.190	0.250	
			freq	F2,77 = 0.971		0.159	0.383	Supp. Fig. 1B
	aversive contrast paired t-test (mouse)	EPM 1 vs 4 (aversive)	time(s)	t59 = 9.806		1.272	0.000	
			freq	t77 = 12.936		1.478	0.000	Supp. Fig. 1A
		EPM 3 vs 4 (aversive)	time(s)	t62 = 1.192		0.152	0.238	
			freq	t78 = 1.139		0.129	0.258	Supp. Fig. 1A
		OF 1 vs 4 (aversive)	time(s)	t59 = 1.774		0.230	0.081	
			freq	t54 = 9.281		1.265	0.000	Supp. Fig. 1C
		OF 3 vs 4 (aversive)	time(s)	t74 = −0.289		0.034	0.773	
			freq	t71 = 5.077		0.604	0.000	Supp. Fig. 1C
		LD 1 vs 4 (aversive)	time(s)	t78 = 2.468		0.280	0.016	
			freq	t76 = 3.0342		0.349	0.003	Supp. Fig. 1B
		LD 3 vs 4 (aversive)	time(s)	t76 = 1.054		0.121	0.295	
			freq	t78 = 1.6831		0.191	0.096	Supp. Fig. 1B
Figure 2A	Linear-mixed model’s	complexity	corr coeff	t = 3.597; Est = 0.019; SE = 0.005	54	-	0.001	variable composition: p = 0.0065
								test composition: p = 0.0088
								Residual: 0.0042
Figure 2G	ANOVA	freezing	time(s)	F2,25 = 7.000	28	0.748	0.001	
	Tukey post-hoc	conditioned context (ctx) vs safe ctx1		t135 = 2.247; Est = 7.69; SE = 3.42		0.390	0.067	
		cond ctx vs safe ctx2		t135 = 3.715; Est = 12.71; SE = 3.42		0.640	0.001	
		safe ctx1 vs safe ctx2		t135 = 1.468; Est = 5.02; SE = 3.42		0.250	0.309	
Figure 3B	Wilcoxon rank sum test	EPM 1	anxiety score	w = 86	30	0.490	0.143	FDR: non-significant
		EPM 2		w = 74		0.440	0.056	
		EPM 3		w = 97		0.050	0.263	
		EPM 4(aversive)		w = 34		0.480	0.023	
Figure 3C	Wilcoxon rank sum test	EPM 1-2		w = 37		0.640	0.023	FDR: all significant
		EPM 1-2-3		w = 36		0.500	0.034	
		EPM 1-4(aversive)		w = 34		0.620	0.020	
Figure 3E	Wilcoxon rank sum test	LD 1		w = 41		0.990	0.001	FDR: all significant
		LD 2		w = 50		0.810	0.004	
		LD 3		w = 42		0.890	0.001	
		LD 4 (aversive)		w = 43		1.030	0.002	
Figure 3F	Wilcoxon rank sum test	LD 1-2		w = 38		0.960	0.001	FDR: all significant
		LD 1-2-3		w = 43		0.970	0.002	
		LD 1-4(aversive)		w = 33		1.100	0.000	
Figure 3H	Wilcoxon rank sum test	COMP 1		w = 52		0.900	0.006	FDR: all significant
		COMP 2		w = 52		0.756	0.006	
		COMP 3		w = 64		0.653	0.023	
		COMP 4(aversive)		w = 39		0.969	0.001	
Figure 3I	Wilcoxon rank sum test	COMP 1-2		w = 37		0.992	0.001	FDR: all significant
		COMP 1-2-3		w = 36		0.944	0.000	
		COMP 1-4(aversive)		w = 34		1.089	0.000	
Supp. Fig. 3A	Wilcoxon rank sum test	EPM baseline vs aversive	anxiety score	w = 1512.5	54	0.374	0.006	
		OF baseline vs aversive		w = 1813		0.659	0.000	
		LD baseline vs aversive		w = 1229		0.076	0.575	
Supp. Fig. 3B	ANOVA	corticosterone	concentration	F = 44.225	28	1.844	0.000	
	Tukey post-hoc	aversive vs resting 1		t81 = 8.407; Est = 426; SE = 50.6		1.870	0.000	
		aversive vs resting 2		t81 = 7.854; Est = 398; SE = 50.6		1.750	0.000	
		Resting 1 vs resting 2		t81 = −0.554; Est = −28; SE = 50.6		0.120	0.845	

Table 1 shows (left-to-right) the result section/figure number corresponding to the statistical parameters, the hypotheses testing method/model that were used, the group comparisons that were made, the variables that were assessed, and the resulting test statistics-values with degrees of freedom, sample sizes, effect sizes and significance levels. We presented the conventional parameters of the particular statistical approaches such as F values in the case of ANOVAs, t or w values in the case of t-tests or Wilcoxon tests, as well as estimates (est) and standard errors (SE) in the case of linear mixed models. Numbers following the test statistics identifier (e.g. F or t) are the within and between group degrees of freedom values, separated by a comma. Effect sizes are Cohen’s f for ANOVA and Cohens’s d for t-tests. In the case of Wilcoxon test, we calculated effect sizes as the difference between the means of compared groups, divided by the standard deviation of those two groups. P values of 0.000 represent values below 0.0005. The column entitled Further information shows additional relevant information that is specific for a particular method, like random variances in mixed models or the results of FDR correction following multiple comparisons.

In summary, our results indicate a shared but differently expressed underlying basis in these anxiety tests and support the potential for summarizing their variables.

### SuMs reveal shared variance across anxiety tests and predict acute stress-induced behavior

Since TA is considered to be the permanent basis of anxiety-like responses [48, 49], it should be consistently expressed across different contexts and over time. To test this, we created SuMs of varying complexity through averaging time and frequency variables of repeated test results from the EPM, LD, and OF tests. We then assessed (i) correlations between SuMs and their predictive efficacy for behavior in different stress-inducing contexts, including (ii) performance in the same tests under more aversive conditions (Fig. 2D, E), (iii) fear responses in the conditioned fear paradigm (Fig. 2F–H, Table 1) or (iv) acoustic startle paradigms (Fig. 2H). We also conducted random forest classification to compare SiMs and SuMs in predicting behavior in the aversive context and the fear conditioning paradigm.

**Fig. 2:**
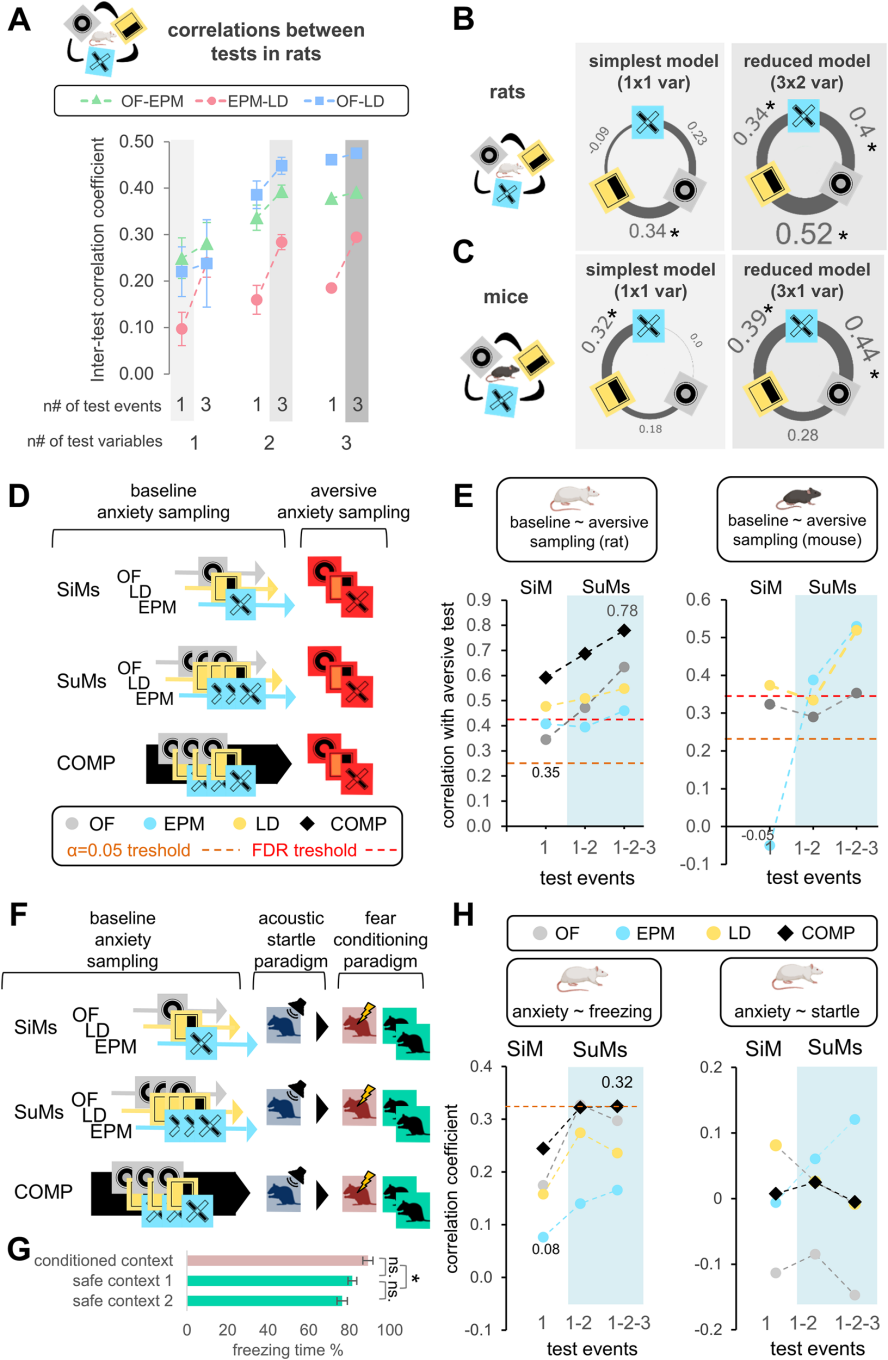
Inter-test correlations and behavioral predictions as a function of variable complexity. **A** Inter-test correlations between increasingly complex variables of different anxiety tests. The correlation coefficients between OF and EPM (green), EPM and LD (red), and LD and OF (blue) were plotted at different variable combinations of these tests. The #n of test events and the #n of test variables refers to how many repeated test events (1 or 3 repeats) were included and the number of different variable types (time, frequency, latency) that were used to create summary variables, respectively. SiMs are single variables, for example time spent in the open arms of an EPM, while SuMs consist of either multiple samplings of one variable type and/or multiple variable types measured in one or multiple events/repeats. **B**, **C** Network plot of inter-test correlations between different tests revealed by SiMs (simplest model) and SuMs (reduced) in the rat (B) and mouse (C) experiments. * p < 0.05 significant correlation **D** Behavioral predictions of anxiety measures in an aversive environment. Correlation coefficients were measured between identically composed variables in baseline and aversive contexts. SiMs represent one, and SuMs represent multiple testing events, while COMPs include SiMs or SuMs of all test types. **E** Correlations between increasingly complex anxiety measures (SiMs, SuMs, or COMPs) from the baseline sampling and their aversive counterparts in rats (left) and mice (right). **F** Behavioral predictions of anxiety measures in the fear conditioning paradigm. Correlation coefficients were measured between baseline anxiety measures (SiMs, SuMs, COMPs), freezing in the fear conditioning paradigm, and startle in the acoustic startle paradigm. **G** Time spent with freezing (%) in the conditioned fear paradigm in the contextual reminder (conditioned) and safe (different) contexts. Freezing was sampled two times in the safe context, from which an average freezing value was used for predictions. **H** Correlation of increasingly complex anxiety measures (SiMs, SuMs, or COMPs) with freezing behavior in a novel context following fear conditioning (left) and startle response to acoustic stimuli (right). COMP represents the composite of all anxiety tests and measures. Red dashed lines represent the threshold of significance on the scale of correlation coefficients. Additional numbers on the plots show the smallest and largest coefficients. Figures A-E show male Wistar rats and male C57BL/6J mice, while Figures F-H display results from experiments with male Long-Evans rats. All statistical results are presented in Fig. 5A). Statistical parameters of Fig. 2G) can be found in Table 1.

The simplest variables (SiMs) were the time spent in, frequency and latency to enter the aversive compartment. The most complex SuMs consisted of all these variables across three testing sessions. We generated all variable combinations along this complexity gradient and assigned each a complexity score, calculated as the number of variables * number of test sessions (Supp. Fig. 2A).

We found that SuMs of high complexity showed stronger inter-test correlations than either lower-complexity SuMs or SiMs, in both rats and mice (Figs. 2A–C, 5A). Inter-test correlations could be explained by variable complexity as a fixed effect, and variable and test composition as interacting random effects (Supp. Fig. 2A). The weakest correlations were observed for the least complex variables, and SuMs that included latency data, while the strongest correlations were between SuMs composed of more complex metrics, and/or the ones that included frequency and time-based variables (Supp. Fig. 2A). Based on these results and the previous PCA (Supp. Fig. 1F–G), we used time and frequency but not latency variables in our reduced SuMs in rats (anxiety scores), which yielded stronger inter-test correlations and outperformed SiMs. Similarly, in mice, the strongest inter-test correlations were between PC1-loaded variables, but in contrast to rats, these were the frequencies. Based on these, we used frequency variables both in SiMs and SuMs in mice in all following analyses. This species-specific approach optimizes cross-study comparisons while respecting each model’s unique behavioral profiling characteristics.

Under more aversive conditions, we detected enhanced anxiety-like behavior in two out of the three tests in rats and in all tests in mice (time: Fig. 1B–D, frequency: Supp. Fig. 1A–C, anxiety score: Supp. Fig. 3A). Correlation analysis between test-specific SiMs and SuMs and their aversive-condition counterparts revealed that more complex variables better predicted future behavioral responses in both species (Fig. 2E). Furthermore, creating composite scores from SiMs and SuMs of all tests (COMP) outperformed test-specific SiMs and SuMs, respectively, reaching a 0.78 correlation between baseline and aversive responses.

We extended the above analyses to both species and sexes, and found a similar association between the number of sampling events and their predictive power (Fig. 5A). We also confirmed the importance of variable complexity in predicting behavior by performing random forest classification (RF) of low- and high-anxiety subjects in aversive condition (Supp. Fig. 3C–E). Subjects were grouped based on their anxiety scores under aversive testing for each test type, and RF was conducted using variable combinations from previous tests. The strongest predictors of anxiety scores aversive LD, OF, and EPM tests were: SuMs of the first two LD tests (anxiety score), the first three OF tests (time), and the first two EPM tests (anxiety score), respectively. Furthermore, we observed a strong positive correlation between variable complexity and variable importance as determined by the random forest model (Supp. Fig. 3F). Note that correlations with significant SuM predictors were higher than the correlations with most of our SiMs (1st, 2nd, or 3rd testing) indicating that their predictive performance is not merely the result of carry-over effect of repeated testing, but rather reflects the capture of additional meaningful information (Supp. Fig. 3G, H). Likewise, the predictions of COMPs were higher than the predictions of SuMs, which indicates that they carry additional information compared to any test-type alone (Supp. Fig. 3G, H). Furthermore, inter-test correlations of SiMs were also independent of testing occasion in contrast to SuMs with correlations consistently growing by variable complexity (Supp. Fig. 2B).

Similarly to our previous studies, exposure to an anxiety test induced a rapid increase in plasma corticosterone levels (Supp. Fig. 3B, Table 1) but neither baseline nor stress-induced corticosterone correlated with anxiety variables [50] (data not shown).

We also aimed to predict the extent of freezing behavior in a safe context in the conditioned fear paradigm as a measure of generalized fear, a hallmark symptom of post-traumatic stress disorder [51]. While SiMs of anxiety tests showed poor performance in predicting fear responses, we observed a notable improvement when more complex variables were used, especially COMPs (Figs. 2H, 5A). In contrast, acoustic startle responses were not predictable by any variable or sampling method indicating a specificity of SuMs. Random forest classification of low and high freezing animals (Supp. Fig. 3I) indicated the LD test as the best predictor of fear generalization (Supp. Fig. 3K), however the model showed weak accuracy (Supp. Fig. 3J). These results indicate that SuMs and their composite measures can increase predictions of specific future behavioral states in challenging/stressful environments.

#### SuMs are more sensitive markers of chronic stress-induced behavior

Since TA is an important risk factor for the development and maintenance of anxiety disorders [2], we expected TA markers to be sensitive to etiological models of such conditions. Therefore, we used the post-weaning social isolation paradigm, which is an extensively used animal model of childhood neglect (a prevalent form of maltreatment associated with enhanced anxiety [52]) to evaluate the sensitivity of our approach in detecting isolation-induced anxiety. Since the EPM is the most frequently used anxiety test [12], and the LD proved to be the most stable across test repetitions, as well as a strong predictor of future behavior, we reduced our protocol to using these two tests for three baseline and one aversive sampling sessions following isolation. In the EPM, no isolation-related differences were observed on any sampling day when using SiMs (Fig. 3B). However, SuMs were elevated following isolation, requiring only two tests to detect isolation-induced anxiety (Fig. 3C). Since all LD and COMP variables were significantly increased by isolation (Fig. 3E, F, H, I), we also compared their effect sizes across these measures. We found that the effect sizes derived from averaged sampling events (SuMs) were consistently higher than the averages of effect sizes from SiMs, suggesting that SuMs are more sensitive to isolation-induced anxiety than any SiMs (Fig. 3D, G, J). All statistical results for (Fig. 3) are presented in Table 1 In conclusion, the LD and EPM differ in their sensitivity to detect isolation-induced changes in anxiety levels, with SuMs bringing a significant improvement when using the EPM.

**Fig. 3:**
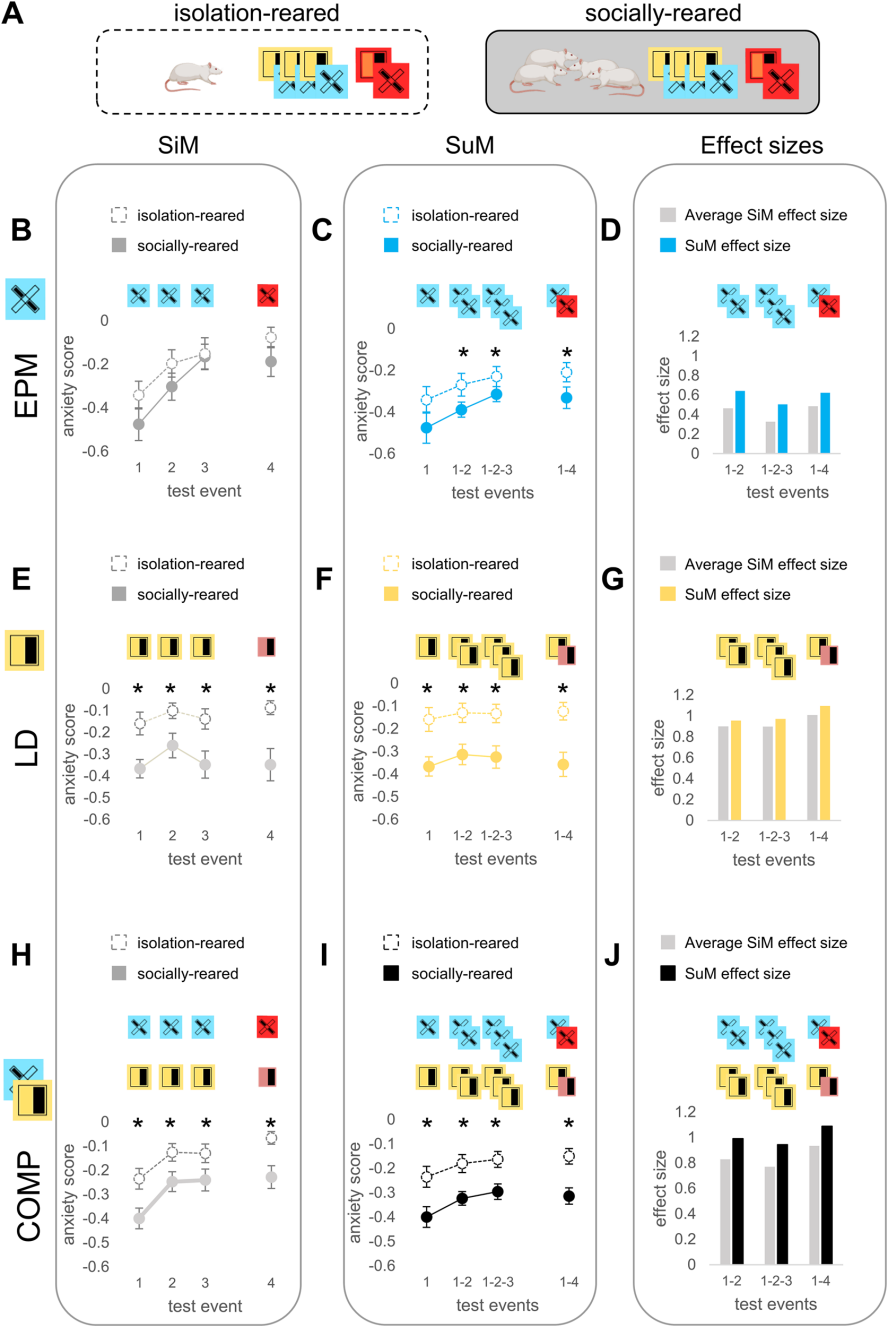
Summary measures as markers of a chronic stress state. **A** Socially or isolation-reared animals underwent three baseline and one aversive sampling events of the EPM and LD tests, then summary measures of different complexities were calculated. **B**-**E**-**H** SiMs (scaled and inverted time and frequency-based anxiety scores) were calculated from each sampling event using the EPM (B) or LD tests (E), or their composite score (COMP) (H). **C-F-I** SiMs (1 test event) were calculated from the first, while SuMs were calculated from multiple averaged sampling events (1-2, 1-2-3, 1-4), using the EPM (C), LD (F), or their composites (I). **D**-**G**-**J** The effect sizes of isolation rearing based on averaged sampling events (SuMs) compared to the averages of effect sizes of those very same sampling events without summarization. Gray and colored bars represent the effect sizes of the comparisons from the first (B-E-H) and the second columns (C-F-I), respectively. Experiments in this figure were done using male Wistar rats. All statistical results are presented in Table 1. * significant difference after FDR correction.

#### SuMs trace out quantitatively and qualitatively different gene profiles compared to SiMs

Since SuMs represent robust indicators of anxiety, we next sought to investigate their molecular correlates. 

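RNA from the medial prefrontal cortex (mPFC) of 27 male Wistar rats was sequenced as single reads on an Illumina instrument, and the authors deposited the number of reads they counted on each gene, without normalization. The rats were taken from the 54 that had passed through the repeated elevated plus-maze (EPM), open field (OF) and light-dark (LD) tests, 2 weeks after the last test. All 27 were sampled in a resting state, so they form 1 group without a control group, and each library is 1 rat. The anxiety scores of the single rats were not used here, and the regressions of expression on anxiety were not repeated. The values given are therefore those of the expression side, namely the level of each gene, its spread between rats, and how genes move together across rats. The paper and the sample labels describe the tissue and library differently. The paper states a 1 mm section between Bregma 3.2 and 2.2 mm and the NEBNext Ultra II kit, while the labels give 0.5 mm between 2.0 and 1.5 mm and a TruSeq kit, and they list learned helplessness as the treatment where the paper describes the test battery. The aligner, the counting program, the genome build and the strandedness are not named in the paper's text. The count table held 36865 rows named by NCBI gene ID, of which 28157, with 99.7% of all counts, had a symbol in the RefSeq gene list of the GRCr8 assembly. A total of 21787 rows had no count in any rat, and 11730 rows had a mean count of at least 10.

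Between 4907255 and 12771309 reads per rat were counted on genes, with a median of 8168801. The smallest share of a library that 3 counts can show was 6.11e-05% at the lowest total and 2.35e-05% at the highest, from counting error only. The number in the library name parted the totals. The 16 libraries numbered up to 31 had 4907255 to 8568317 counts (median 7619609.5), and the 11 libraries numbered from 32 had 9404220 to 12771309 (median 10948982). These 2 sets are called depth blocks, and relations across rats are given within each block beside the pooled value. Counts were normalized with DESeq2's median-of-ratios size factors over all genes, since the paper used DESeq2. Of the 11730 genes with a mean count of at least 10, 10537 (89.8%) varied more between rats than counting alone gives (chi-square dispersion test, Benjamini-Hochberg adjusted p under 0.05). Leaving out the filter on low counts moved this result the most, to 11160 of 15078 genes. No pair of libraries was identical. Over the 351 pairs, the chi-square statistic per gene was 2.55 at its lowest and 10.8 at the median, so every pair differed by more than counting noise. This cannot show that the libraries come from separate rats, which was taken from the sample labels.

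**Figure D1:**
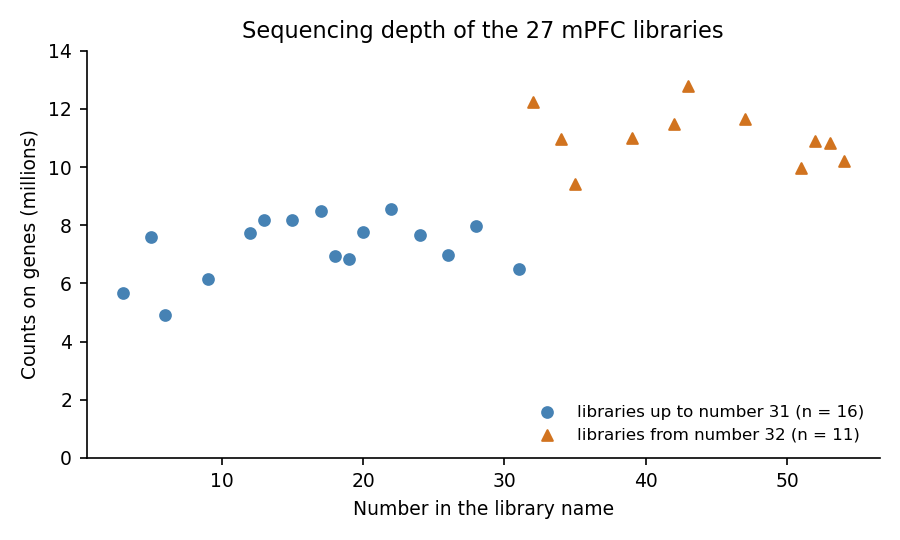
Total counts on genes (vertical axis) of the 27 mPFC libraries against the number in the library name (horizontal axis). Each point is 1 rat, circles are the 16 libraries numbered up to 31 and triangles the 11 numbered from 32. The highest circle lies at 8568317 counts, under the lowest triangle at 9404220.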

To this end, we conducted RNA-sequencing on mPFC (exerting the top-down control of anxiety [30, 31]) tissue of rats in a resting state. Samples from 27 subjects were chosen based on their anxiety levels by ranking their COMP scores in ascending order and selecting every second animal for analysis (Fig. 4A). 

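Supplementary Table 1 names 109 genes whose expression in the mPFC was associated with a single measure (SiM) or a summary measure (SuM) of anxiety. By the paper's calls, 3 genes were listed for EPM-SiM, 25 for EPM-SuM, 19 for LD-SiM and 75 for LD-SuM. In the counts of the 27 rats, the EPM-SiM list had the lowest median. It was 23.6 normalized counts, against 575 for EPM-SuM, 327 for LD-SiM and 200 for LD-SuM. The median rests on 3 genes, of which Mrc1 had 156. By the median, the EPM-SiM list also varied the most between rats. The median SD of log2(normalized count + 1) was 1.01 for EPM-SiM, 0.23 for EPM-SuM, 0.27 for LD-SiM and 0.25 for LD-SuM. Counting noise made up a median of 6.52%, 9.26%, 9.89% and 13.0% of the variance of the genes in these lists, in the same order. Every gene in the 4 lists varied more than counting alone gives. Genes in a list rose and fell together once each was signed by the paper's log2 fold change. The median correlation between pairs of genes (Spearman) was 0.905 for EPM-SiM, 0.625 for EPM-SuM, 0.532 for LD-SiM and 0.52 for LD-SuM, each above all 10000 random lists of the same size and matched mean expression. The lists were called in these same rats, so the correlations describe the lists and are not an independent test of them.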

We found that SuMs outperformed SiMs in the number of identified gene targets, with LD-SuMs and EPM-SuMs increasing discoveries 3-fold and 8-fold, respectively (Fig. 4B). No significant gene expression differences were associated with OF SiMs or SuMs. Interestingly, LD-SiM associated genes largely overlap with LD-SuM, while EPM measures correlate with distinct gene sets (Fig. 4C), suggesting that LD-SuMs offer a similar, but more refined picture about trait anxiety compared to LD-SiMs, whereas EPM-SuMs likely capture distinct processes to EPM-SiMs. 

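Of the 19 LD-SiM genes, 13 were also among the 75 LD-SuM genes, all with the same sign of log2 fold change in both lists. The 3 EPM-SiM genes and the 25 EPM-SuM genes had 0 in common. Each list was then summarized per rat as a list score, the mean over its genes of the z score of log2(normalized count + 1), each gene signed by the paper's log2 fold change. Two-sided permutation tests with 100000 permutations were used, and p-values were adjusted over the 6 relations among the 4 scores. With the 13 shared genes left out, the LD-SiM score of the remaining 6 genes rose with the LD-SuM score of the remaining 62 genes across the 27 rats (Spearman's rho = 0.733, permutation p = 4.0e-05, adjusted p = 2.4e-04). Pearson's r was 0.735 (permutation p = 1.0e-05, the smallest that the permutations can give, adjusted p = 6.0e-05), and 0.696 without the 2 rats farthest from the median LD-SiM score. The relation had the same direction in both depth blocks, with rho = 0.697 in the 16 libraries up to number 31 (permutation p = 0.00379) and rho = 0.482 in the 11 from number 32 (permutation p = 0.138). Both lists were called in these same rats, the paper's SuM averages repeated tests of the type that the SiM takes singly, and each gene is signed by the paper's slope. A positive relation was therefore largely fixed in advance, also for the EPM lists, and these p-values are not an independent test.

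The EPM-SiM and EPM-SuM scores were also related over all rats, with rho = 0.641 (permutation p = 5.6e-04, adjusted p = 0.00168) and r = 0.579 (permutation p = 0.0016, adjusted p = 0.0048). Without the 2 rats farthest from the median EPM-SiM score, r was 0.577. This relation did not hold within both blocks. It was positive in the libraries up to number 31 (rho = 0.662, permutation p = 0.00625) and negative in those from number 32 by rank (rho = -0.636, permutation p = 0.0398), while r there was -0.458 (permutation p = 0.156). With the depth block regressed out of both scores, an alternative chosen after seeing the data, rho was 0.25 (adjusted p = 0.207) and r was 0.401 (adjusted p = 0.037). The EPM-SuM and LD-SuM scores had no detectable relation over all rats (rho = -0.00855, permutation p = 0.968, adjusted p = 0.968; r = 0.197, permutation p = 0.323, adjusted p = 0.485; r = 0.19 without the 2 farthest rats). Within the blocks, rho was 0.674 (permutation p = 0.00589) up to number 31 and -0.382 (permutation p = 0.247) from number 32. With the block regressed out, rho was 0.386 (adjusted p = 0.0939) and r was 0.562 (adjusted p = 0.00484). From the overlap of the lists, the paper proposes that LD-SuMs refine the picture given by LD-SiMs, and that EPM-SuMs capture other processes than EPM-SiMs.

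**Figure D2:**
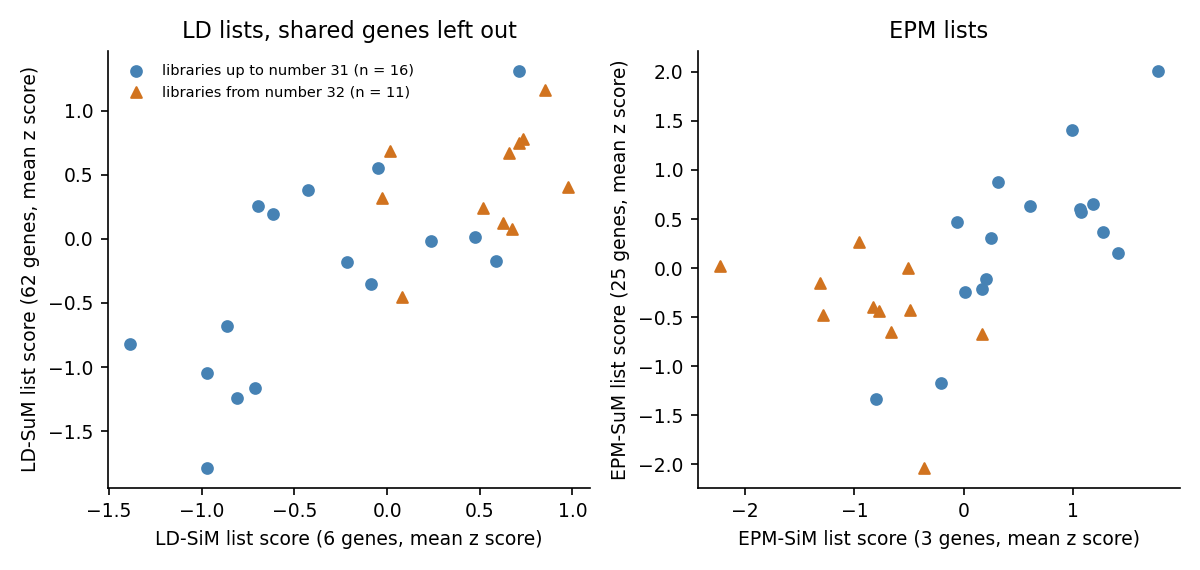
List scores (mean z score) of the 27 rats, 1 point per rat, with circles for libraries up to number 31 and triangles for libraries from number 32. Left, the LD-SiM score of 6 genes (horizontal) against the LD-SuM score of 62 genes (vertical), where both blocks rise (rho = 0.697 and 0.482). Right, the EPM-SiM score of 3 genes against the EPM-SuM score of 25 genes, where the circles rise (rho = 0.662) and the triangles fall (rho = -0.636).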

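The robustness index of the paper asks how many rats can be left out before a correlation between a gene and a behavior is lost. It was not recomputed here, and the counts show only how each gene is spread over the rats. F7 (gene ID 260320) ranged from 2 to 47 reads and Cytip (gene ID 311047) from 4 to 60 reads per rat. Mrc1 (gene ID 291327), which encodes the mannose receptor of macrophages, had 156 ± 101 normalized counts (SD, n = 27), from 34.1 to 384. These 3 genes differed between the depth blocks. Mrc1 had 212 ± 93.8 normalized counts (SD, n = 16) up to number 31 and 73.9 ± 27.9 (SD, n = 11) from number 32. For F7 the values were 31.1 ± 15.2 and 10.4 ± 6.25, and for Cytip 32.3 ± 20.7 and 10.9 ± 4.67, in the same libraries.

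The genes of the LD lists differed widely in their spread. Glb1 (gene ID 316033, beta-galactosidase) had 161 ± 35.6 normalized counts (SD, n = 27) and an SD of log2 values of 0.33, above the medians of both LD lists, and its highest 2 rats held 9.72% of its total. Rmrp (gene ID 29536, for which the GRCr8 gene list gives the symbol Rpph1 with Rmrp as a synonym) is the RNA of a ribonuclease and had the largest SD of log2 values in the LD-SiM list, 1.68. Its reads came mostly from 2 rats, which held 84.8% of its total. Rat 20 had 634 reads and rat 12 had 187, while the other 25 rats had 1 to 15. The same 2 rats also had the highest counts of 18S ribosomal RNA. Leaving Rmrp out, an alternative chosen after seeing the data, gave rho = 0.704 between the LD-SiM and LD-SuM scores.

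**Figure D3:**
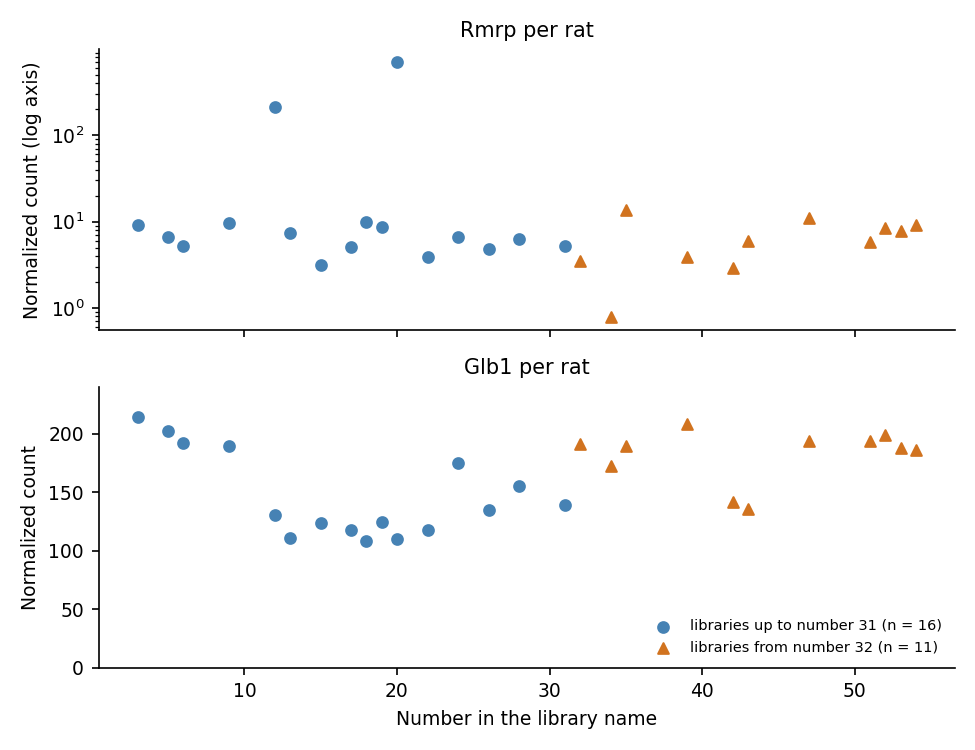
Normalized counts of Rmrp (upper plot, log axis) and Glb1 (lower plot, linear axis) in each of the 27 rats, against the number in the library name. Circles are libraries up to number 31 and triangles libraries from number 32. For Rmrp, rats 12 and 20 lie at 212 and 707 normalized counts and the other 25 between 0.775 and 13.5. For Glb1 the rats lie between 108 and 214.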

Gene-behavior associations were further investigated through the robustness of correlations, which indicated that LD-SiMs, LD-SuMs and EPM-SuMs are also the most stable predictors of behavior, in contrast to the least robust EPM SiMs (Fig. 4F). Surprisingly, the COMP SuM variable only correlated with two gene targets (*Rpl30, Zfp26*), both of which also emerged as correlates of LD SuMs. 

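Rpl30 (gene ID 64640), which encodes a protein of the large ribosomal subunit, had 472 ± 118 normalized counts (SD, n = 27), from 295 to 910. Zfp26 (gene ID 367033), a zinc finger protein, had 156 ± 24.2 (SD, n = 27), from 112 to 232. Counting noise made up 3.49% of the variance of Rpl30 and 27.3% of that of Zfp26. Both genes were in the LD-SuM list with the same sign of log2 fold change as in the COMP SuM list.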

For information on differentially expressed genes associated with all variables mentioned here, refer to Supplementary Table 1.

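Supplementary Table 1 gives a base mean for each gene, which is its mean normalized count over all samples and can be recomputed without the anxiety scores. Of the 109 genes, 98 were matched by symbol, 8 by synonym and 3 by the paper's other spelling (Bc1, Ccnjl and Lyrm1, which Fig. 4E writes so and the table writes as Bcl1, Ccnj1 and Lym1). These 3 matches were written down after the base means of candidate genes had been seen, so their agreement is not an independent check. For 108 genes the recomputed mean lay within 0.01% of the paper's base mean. With edgeR's TMM normalization 108 genes lay within 1% and 32 within 0.01%, and with total-count scaling 107 and 7. The remaining gene was Hmgn5. The row whose ID carries that symbol in RefSeq (gene ID 100910616) had 81.6 ± 19.7 normalized counts (SD, n = 27), against the paper's 110.513. The row with gene ID 681284, which the gene list does not name, had 111 ± 25.4.

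**Figure D4:**
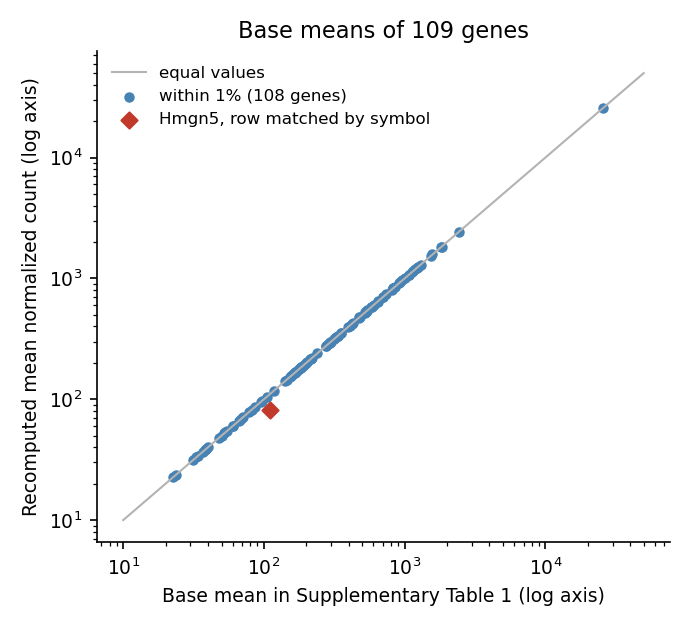
Recomputed mean normalized count over the 27 rats (vertical, log axis) against the base mean in Supplementary Table 1 (horizontal, log axis) for 109 genes, with a line where both are equal. The 108 circles lie on the line. The diamond is the Hmgn5 row matched by symbol, at 81.6 against the paper's 110.513.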

**Fig. 4:**
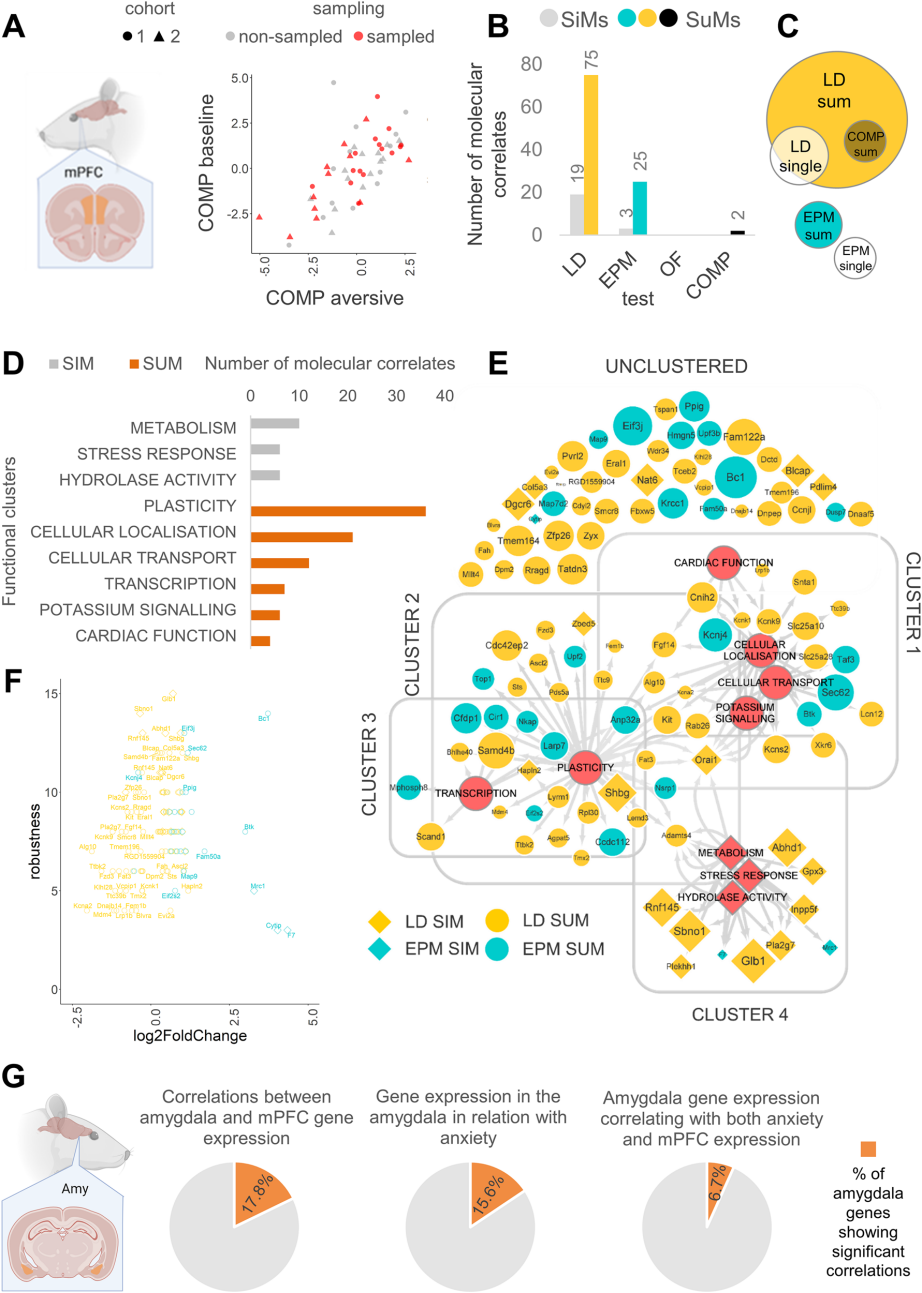
Sensitivity to gene-discovery of differently complex anxiety measures. **A** left: Representative figure of bilateral mPFC sampling (orange areas). right: Samples for RNA-seq analysis were chosen based on their COMP levels. **B** SiM and SuM-associated gene counts following FDR correction for multiple comparisons. **C** Euler diagram representing the proportion of overlaps in gene sets of different sampling approaches. **D** SiM and SuM-associated genes form functionally distinct clusters. Clusters contain genes with similar annotation profiles based on multiple databases. SiM and SuM-associated genes are grouped into completely non-overlapping clusters defined by metabolism or plasticity, respectively. **E** Hub-plot of functional annotation of significant genes. Due to the heuristic fuzzy clustering method, a gene does not have to belong to any clusters but can belong to more clusters, while clusters can be determined by multiple functional labels. Cluster 1 includes genes that share many functional labels associated with cardiac function, cellular localization, transport, and potassium signalling. Clusters 2 and 3 are solely characterized by plasticity and transcription functions, respectively. Cluster 4 is characterized by metabolism, stress response, and hydrolase activity-associated functional terms and unites almost exclusively SiM-associated genes. Unclustered genes do not necessarily lack a known function, but do not have the amount of relatedness with enough genes in our pool to form a separate cluster. Gray arrows indicate gene-function associations, while gray lines indicate the borders of clusters. Red circles indicate cluster-determining labels, while color and shape indicate sampling type. The size of hubs is proportional to the correlation coefficient (absolute value) between the gene expression and anxiety. **F** Robustness values of genes as a function of their log2-fold change. **G** Correlations of amygdala gene expressions with mPFC gene expression or anxiety variables. Left piechart: percent of significant correlations between amygdala and mPFC qPCR results. middle: percent of significant correlations between amygdala gene expression and SiMs, SuMs, COMPs or aversive behavior. right: percent of amygdala genes that correlate with both anxiety and mPFC expression. Experiments in this figure were done with male Wistar rats. All statistical results are presented in Table 1 and Supplementary Tables 1–3.

Through investigating the functional clusters of genes associated with SiMs or SuMs of different tests, we found that SiMs primarily correlated with metabolic and stress-related genes, while SuMs established a strongly plasticity-focused gene profile (Fig. 4D). 

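The lists hold 22 genes associated with a SiM and 100 associated with a SuM, with 13 genes in both, so 9 genes were associated with SiMs only and 87 with SuMs only. The 9 SiM-only genes had a median of 156 normalized counts, from 22.6 to 700, and a median SD of log2(normalized count + 1) of 0.45 between rats. The 87 SuM-only genes had a median of 278, from 31.6 to 25644, and a median SD of 0.23. Both ranges overlap, and the functional clusters themselves rest on annotation and not on the counts. Among the genes of both LD lists, Gpx3 (gene ID 64317, glutathione peroxidase 3) had 181 ± 54.9 normalized counts (SD, n = 27). Pla2g7 (gene ID 301265, a phospholipase) had 185 ± 54.7, and Shbg (gene ID 24775, sex hormone binding globulin) had 53.1 ± 14.5.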

The majority of genes associated with SuMs were also putatively involved in cellular localization, cellular transport, potassium signaling, or transcription. Within the plasticity-associated cluster, genes can be further classified into more specific functions, including extracellular matrix shaping (*Adamts4*; *Hapln2*), general modulation of neuronal development (*Fgf14*; *Fat3*; *Fzd3*), transcription (*Btk*; *Tceb2*; *Ascl2*; *Mdm4*) or translation (*Bc1*; *Eifj2*; *Eif2s2*; *Eif3j*; *Upf2*; *Upf3b*). 

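In extracellular matrix shaping, Adamts4 (gene ID 66015) had 78.6 ± 15.6 normalized counts (SD, n = 27) and Hapln2 (gene ID 64057) had 334 ± 125. Of the modulators of neuronal development, Fgf14 (gene ID 63851) had 31.6 ± 9.46, Fat3 (gene ID 191571) 152 ± 59.7 and Fzd3 (gene ID 266715) 55.0 ± 25.8 normalized counts. Counting noise made up 36.2% of the variance of Fgf14, so the depth limits what can be seen in this gene, against 4.39% for Fat3. Of the transcription genes, Btk (gene ID 367901) had 38.9 ± 22.5, Tceb2 (gene ID 81807) 830 ± 134, Ascl2 (gene ID 24209) 66.2 ± 21.6 and Mdm4 (gene ID 304798) 95.2 ± 43.7 normalized counts. Among the translation genes, Eif2s2 (gene ID 296302) had 1071 ± 165, Eif3j (gene ID 691947) 696 ± 123, Upf2 (gene ID 361271) 530 ± 53.3 and Upf3b (gene ID 313449) 575 ± 108. Bc1 (gene ID 29294), a short RNA of neurons that is not translated, stood apart with 25644 ± 14146 normalized counts, the second highest mean of all genes. It ranged from 8447 to 62352 between rats, with 32198 ± 14967 (SD, n = 16) in the libraries up to number 31 and 16111 ± 3948 (SD, n = 11) in those from number 32. Btk fell by block in the same direction, with 51.3 ± 21.3 and 20.9 ± 5.30. Eifj2 is not a gene name in Supplementary Table 1 and was not used here.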

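Genes for 5 potassium channel subunits in the SuM lists differed widely in level and in spread between rats. Kcnk1 (gene ID 59324), a two-pore channel, had 1532 ± 157 normalized counts (SD, n = 27), and Kcnj4 (gene ID 116649), an inward rectifier, had 908 ± 68.6, the smallest SD of log2 values in the EPM-SuM list (0.11). The other channels were expressed at a lower level. Kcns2 (gene ID 66022) had 60.1 ± 15.6 and Kcnk9 (gene ID 84429) 52.3 ± 22.7. Kcna2 (gene ID 25468) had 36.7 ± 28.2, from 5.05 to 107, the largest SD of log2 values in the LD-SuM list (1.17). Reads per rat ranged from 1 to 102 for Kcnk9 and from 5 to 96 for Kcna2, and counting noise made up 10.4% and 4.73% of their variance. The fold between the upper and the lower quartile of the rats was 1.64 for Kcnk9 and 2.64 for Kcna2. The wide range of Kcnk9 thus rests in part on its extreme rats. Their spread between rats was larger than counting alone gives (adjusted p = 2.5e-36 and 1.3e-104, chi-square dispersion test with Benjamini-Hochberg adjustment).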

Also, a significant percentage of SuM-associated genes encode direct modulators of neuronal excitability and neurotransmission, such as *Kcnk1*, *Kcnk9*, *Kcna2*, *Kcns2*, and *Kcnj4* (Fig. 4E). These findings suggest that our sampling strategy not only enhances gene discovery quantitatively, but also yields a qualitatively distinct functional gene profile.

To confirm our RNASeq findings with a differently sensitive method, we performed a qPCR analysis on the 43 most robust and the 2 least robust protein-coding genes (Supplementary Table 2). When comparing gene expression levels between the RNASeq and qPCR data, 17.8% (8) of genes showed significant positive correlations (Supplementary Table 3). However, 94.6% of the genes that were not significantly correlated between the two different methods showed a fold change value lower than 1.2 (Fig. 4F, Supplementary Table 1) which is below the typical cut-off criteria for the qPCR analysis [53]. In addition, the remaining 2 non-correlating genes with a fold change higher than 1.2 showed a relatively low expression in the RNASeq and were not detectable with PCR. These were also the 2 least robust genes in our analysis (Supplementary Table 2).

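The 8 genes whose qPCR and RNASeq values correlated in the paper (Adamts4, Col5a3, Glb1, Gpx3, Hapln2, Pdlim4, Pla2g7 and Tatdn3) varied more between rats in the counts than the other 37 genes on the qPCR list. Their median SD of log2(normalized count + 1) was 0.32, against 0.19 for the others, a difference of 0.12 (two-sided permutation test, 100000 permutations, p = 0.0346). Leaving out Cytip and F7 moved the p-value the most (to 0.0156). Measured as edgeR's tagwise biological coefficient of variation, which is on another scale, the difference was 0.0709 (permutation p = 0.0282). These tests shuffle genes as if they were independent, while genes of a list move together across the same rats. All 8 genes come from the LD lists, and the other 37 also hold genes of the EPM lists. The p-values may therefore be too small, and spread cannot be told apart from list membership. Of the 8 genes, Hapln2 had the largest SD (0.57) and Pdlim4, with 398 ± 54.1 normalized counts (SD, n = 27), the smallest (0.19). Col5a3 had 327 ± 62.3 and Tatdn3 214 ± 33.7. The sets overlapped, since the others ranged from 0.09 to 1.13. The qPCR reference genes were among the highest expressed. Actb had 13553 ± 2078 normalized counts and Gapdh 4874 ± 366 (SD, n = 27). Their means moved in opposite directions between the depth blocks. Actb had 14478 ± 2240 (SD, n = 16) in the libraries up to number 31 and 12208 ± 585 (SD, n = 11) in those from number 32. For Gapdh the values were 4706 ± 293 and 5118 ± 331 in the same libraries.

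**Figure D5:**
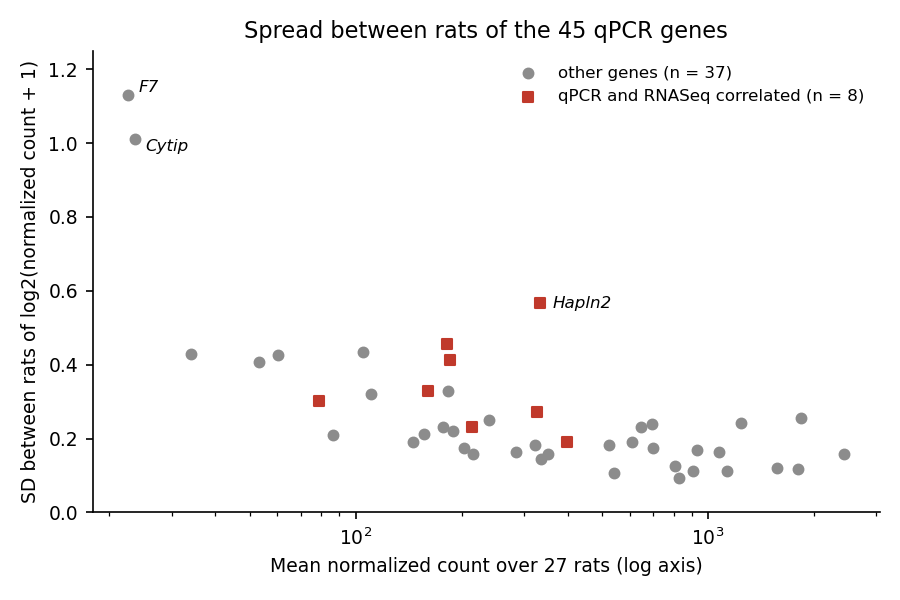
SD between the 27 rats of log2(normalized count + 1) (vertical) against the mean normalized count (horizontal, log axis) for the 45 genes on the qPCR list, 1 point per gene. Red squares are the 8 genes whose qPCR and RNASeq values correlated in the paper and grey circles the other 37. The medians are 0.32 and 0.19, and Cytip and F7 lie at the upper left.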

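The paper's fold change is a slope on the anxiety scale and was not recomputed here. The fold between the upper and the lower quartile of the rats shows in the counts alone how far a gene varied. This quartile fold was under 1.2 for 20 of the 37 genes that did not correlate and at least 1.2 for the other 17, and it was under 1.2 for 1 of the 8 that did. Its median was 1.18 for the 37 genes, from 1.08 to 3.13, and 1.37 for the 8 genes, from 1.14 to 1.74. Counting noise made up a median of 16.2% of the variance of the 37 genes and 10.8% of that of the 8 genes.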

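In the counts, F7 and Cytip had the lowest means of the 45 genes, 22.6 ± 16.0 and 23.6 ± 19.3 normalized counts (SD, n = 27). Only 7.34% and 7.79% of the 11730 genes with a mean count of at least 10 had a lower mean. The next lowest gene of the list was Ccnjl, with 34.2 ± 9.54. At these levels F7 and Cytip still varied more than counting gives, with counting noise at 9.10% and 6.52% of their variance. Their SDs of log2(normalized count + 1), 1.13 and 1.01, were the largest of the 45 genes. With both left out, the median SD of the remaining 35 genes was 0.18, and the difference from the 8 correlated genes was 0.13 (permutation p = 0.0156).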

Furthermore, we have examined the differential expression of the aforementioned 45 genes in the amygdala, a key region in the regulation of anxiety, and found that after FDR correction, 15.6% (7) of them showed a significant correlation with anxiety-related variables (SiMs, SuMs, COMPs or behavior in an aversive environment) (Fig. 4G, middle). Additionally, qPCR analysis revealed that 17.8% (8 genes) exhibited significant positive correlations in expression levels between the two areas (Fig. 4G, left). Notably, 6.7% (3 genes) - *Glb1, Pla2g7* and *Shbg* - of the investigated amygdala genes showed significant correlations with both anxiety measures and mPFC gene expression. These findings suggest that some of the gene targets identified by our method may play a broader role in modulating trait anxiety.

#### A consensus score to measure trait anxiety

Based on the above, SuMs offer enhanced predictive power over SiMs as a function of their complexity, e.g. the number of sampling points included. However, each experimental paradigm reaches an inflection point beyond which additional sampling points no longer yield significant improvements in predictive value. To offer a standardised and feasible framework for measuring trait anxiety, we sought to determine a consensus inflection point by comparing the added predictive value of additional tests across all paradigms of our study. In Fig. 5, we show the improvement repeated testing offers in effect sizes related to social isolation, correlations between similar anxiety tests under varying aversive conditions, correlations across different anxiety tests, or correlations between anxiety tests and generalized fear responses alongside molecular predictions from our RNASeq analysis. We expressed the predictive value of different sampling depths (1, 2 or 3 tests) as a percentage of the maximum prediction achieved either within a particular test (Fig. 5B, C) or across all tests (Fig. 5D). We found that the most reliably predictable outcomes were the anxiety-related variables under aversive conditions, i.e. tests under bright light or following social isolation. A single trial of either the EPM or LD test accounted for around 80% of the maximum predictive value in both contexts. However, in the case of anxiety following social isolation, a single EPM trial failed to detect significant behavioral effects. In contrast, the more sensitive EPM-SuMs, and LD-SiM could explain approximately the same variability as multiple LD testing. Predicting outcomes across different contexts proved to be more challenging: significant correlations between anxiety across different tests or with freezing behavior in the safe context of the conditioned fear paradigm generally required multiple test repetitions. Further, identifying molecular correlates of anxiety was the most challenging task, as the number of gene correlates increased progressively with each additional test occasion. The most complex SuM variables captured the highest number of gene targets in both tests. Finally, a comparison of test performance, expressed as correlations relative to the highest prediction achieved across all test variables (Fig. 5D), revealed that the LD test consistently outperformed the EPM across all paradigms. Based on these findings, we provide the optimal testing protocol recommendations in the Discussion.

**Fig. 5:**
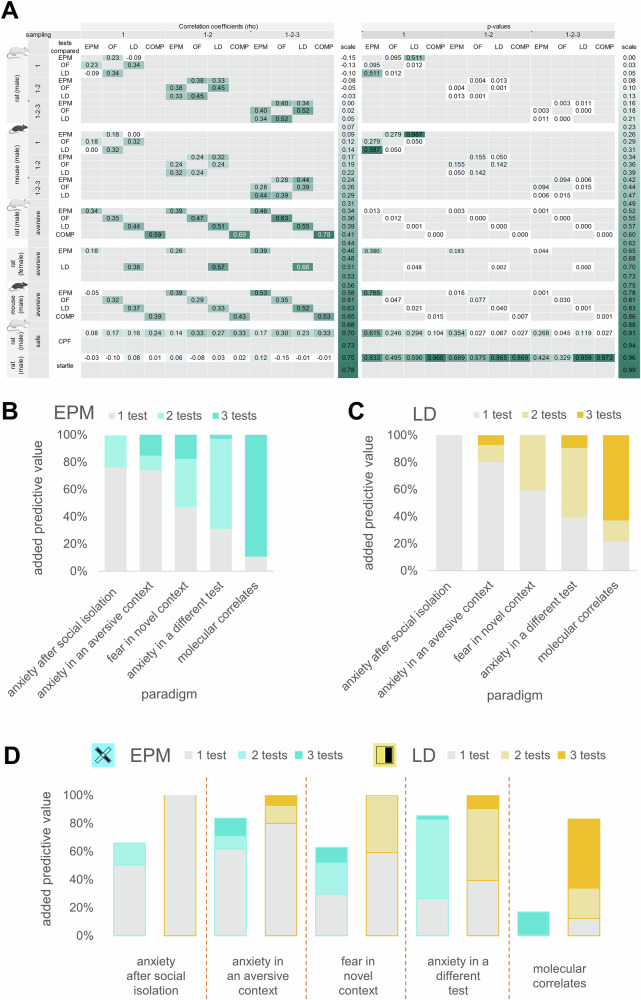
Predictive value of the extended sampling design in different paradigms. **A** Correlation coefficients and corresponding p-values of the “inter-test correlations” and “behavioral predictions” experiments in rats and mice. The color code of the cells ranging from white to teal represents the level of correlations or p-values scaled to all parameters and experiments. The last two rows of results (conditioned fear paradigm and startle) are from experiments with male Long-Evans rats, and the rest is with male or female Wistar rats or male C57BL/6J mice, sex and species are marked in the table. **B**, **C** The advantage of multiple testing in different paradigms. Additional predictive value of further sampling points in different paradigms. Values are shown as the percentage of the highest prediction that was reached with a particular test in a particular paradigm. **D** Additional predictive values are shown as a percentage of the highest prediction that was reached with any of the tests used in a particular paradigm.

## Discussion

Our study aimed to model trait anxiety in rodents to enhance the translational potential of preclinical testing. We hypothesized that the frequently used preclinical anxiety tests only measure state anxiety. Since the definition of trait anxiety is the tendency of the subject to respond to situations with elevated state anxiety and avoidance [1, 2], our approach to revealing trait anxiety was to repeat classical anxiety tests multiple times and introduce summary measures of multiple test events and variables.

We present the first experimentally validated behavioral sampling protocol to measure TA in rodent models. Unlike the conventional testing methods using single measure (SiM) behavioral tests, our method uses summary measures (SuMs) from repeated testing, which improve both behavioral and molecular predictions of anxiety tests. While SiMs from the EPM, OF, and LD tests failed to show consistent correlations across tests, SuMs, consisting of multiple variables from repeated tests, revealed significant correlations and were able to uncover the shared driving force of behavior in these tests, TA. We validated SuMs as measures of TA in both male and female rats and mice, finding comparable results across sexes; thus, later experiments focused on males. We showed that SuMs, in proportion with their complexity, enhance inter-test correlations, strengthen predictions of behavior in more threatening environments, and more accurately capture the consequences of chronic stress, when compared to SiMs.

The idea of repeating anxiety tests, especially the EPM, has been controversial because of a phenomenon known as one-trial tolerance. One-trial tolerance refers to two distinct issues; (1) a progressive reduction in exploration in the EPM over repeated testing events, and (2) the decreasing sensitivity of the EPM to detect benzodiazepine effects over repeated testing [54]. Since the EPM was originally developed for assessing benzodiazepine-induced anxiolysis [17], consequently, any experimental condition - such as repeated testing - that diminish the EPM’s ability to detect benzodiazepine effects has traditionally been viewed as compromising the test’s validity. This focus on benzodiazepine responsiveness has, in turn, limited the EPM’s representativity to only a few aspects of trait anxiety. Indeed, there is a long list of conditions and drugs that have no effect on behavior when using the original EPM protocol, but their anxiety-like effects become apparent in different testing conditions, such as more aversive environments, in response to prior stressful experiences, or in a modified EPM [55–57]. We argue that while the carry-over effect is evident in the EPM, valuable additional information can be obtained through multiple testing, as outlined in detail below. Moreover, not all anxiety tests show this carry-over effect, as behavior in the LD test remains stable across repeated trials.

We argue that SuMs capture TA, the shared basis of anxiety-like behavior. This aligns with classical models of Eysenck, Belzung, and the Spielberger state/trait inventory-based clinical practice, which describe SA as a consequence of TA interacting with situational stress [1, 13, 49, 58, 59]. While all these models emphasize that characterizing TA requires repeated sampling across multiple contexts, our approach is the first that sought to apply this principle in preclinical settings. We hypothesized that this translational approach would resolve the inconsistencies previously observed in preclinical models [13, 22, 24]. In our study, increasing variable complexity improved both inter-test correlations and predictive power, suggesting that SuMs reliably converge to TA. To our best knowledge, this is the first preclinical TA paradigm that refines experimental analysis instead of experimental subjects [26–28, 60], enabling detailed individual phenotyping.

We compared SiMs and SuMs of different tests in capturing whole-genome expression profiles in mPFC samples. SuMs revealed both quantitatively and qualitatively distinct gene expression profiles and enhanced gene discoveries up to eightfold compared to SiMs. This likely reflects SuMs’ capacity to explain a greater proportion of variance in gene expression within individuals, allowing the use of high-powered analytical approaches such as continuous anxiety scores over traditional categorical groupings of high- and low-anxiety subpopulations. Furthermore, the enhanced sensitivity of SuMs reduces the number of required subjects, and improves the discovery rate of new gene targets of anxiety [61]. It is important to note, that while the COMP variable identified fewer gene targets than SuMs of EPM or LD did, this result, although somewhat disappointing, is not unexpected. This outcome likely reflects the fact that different anxiety tests revealed largely non-overlapping gene correlates, suggesting that these tests may represent distinct manifestations of anxiety-like behavior. In contrast, SuMs appear to capture more trait-like characteristics, which may explain their broader association with gene expression - though this integrative capacity has its limits. Genes detected with SuMs clustered into functionally different groups than SiMs indicating that besides having superior sensitivity, SuMs explain a previously unrecognized biological variability. These previously undiscovered gene products are potential candidates for the reduction of TA and treatment of anxiety disorders. We also tested the robustness of these molecular findings, further increasing their translational potential.

SuM-associated genes formed functionally interconnected networks tied to neural plasticity and psychiatric disorders [62]. Notably, these included extracellular matrix regulators like *Adamts4* (implicated in perineuronal net remodeling) [62, 63] and *Hapln2*, which stabilizes Ranvier nodes for proper neural conductivity [62]. SuMs were negatively correlated with *Fgf14*, a trophic factor essential for neuronal excitability [64, 65] and positively correlated with several broad modulators of gene transcription and translation, like *Btk*, *Upf2, Upf3b* [66], *Tceb2* [67], *BC1* [68], or *Eif2s2*, *Eifj2*, and *Eif3j* [69, 70]. Finally, we found many differently regulated potassium channels, which are direct modulators of membrane currents. This indicates that trait anxiety correlates with stable alterations in gene expression, excitability, and neuronal plasticity in resting conditions in the mPFC, suggesting novel therapeutic targets focused towards neural circuit adaptability.

We also examined whether transcripts strongly and consistently associated with individual TA in the mPFC also correlated with TA in the amygdala. Although these regions are functionally connected, their molecular profiles differ due to distinct neuronal subtypes and roles in anxiety regulation [30, 71]. The observed 17.8% overlap in TA-associated genes, though modest, is biologically meaningful - reflecting conserved pathways that may underlie cross-regional coordination within anxiety circuits. This shared subset suggests broader molecular shifts across the network, while the >80% divergence underscores region-specific mechanisms. Identifying genes linked to TA in both regions provides a basis for targeting common molecular nodes and developing more effective pharmacological interventions.

To propose a versatile and feasible protocol for measuring TA, we compared the predictive value of SiMs and SuMs of different tests across all paradigms. We compared the performance of the LD and EPM tests in all conditions, representing opposite ends of the robustness spectrum and this way providing a strong framework for understanding how different anxiety measures behave under varying conditions. We found that the predictive strength for behavior or molecular correlates varies across paradigms. While a single LD test was enough to predict behavior in an aversive environment, two were needed for novel contexts, and all three tests were required to reliably link behavior to molecular outcomes. Our findings demonstrated that SuMs were correlated with fear generalization, but not with the acoustic startle response. In humans, high trait anxiety is predictive of fear generalization [72], therefore these findings support our hypothesis that SuMs are able to capture a construct closely related to trait anxiety. Our analysis of behavioral predictions showed that the LD test consistently outperformed the EPM across all paradigms. A single LD test provided similar insight comparable to multiple EPM trials; two LD tests achieved 96% of the maximum predictive power, while SuMs based on three LD trials yielded the strongest molecular associations, identifying four times more anxiety-related genes than any EPM-based variable. Based on these findings, we recommend conducting three LD tests (using time and frequency variables) with one day inter-test intervals to achieve more precise behavioral and molecular predictions. Furthermore, using multiple tests that capture different aspects of anxiety, such as the EPM and LD in combination, can yield a more nuanced understanding of anxiety phenotypes. In summary, here we provide a novel behavioral sampling and analysis pipeline to measure TA in preclinical research. We demonstrate that more complex sampling correlates with deeper phenotypic insight, which was confirmed under various conditions, including baseline and aversive testing environments, multiple different test types, in naïve as well as chronic stress-exposed animals, using different cohorts, and across species and sexes of subjects. Notably, the molecular profiling of TA in female rodents is an important next step to examine the potential sex-specific mPFC differences [73]. Using SuMs in experiments boosts behavioral and molecular phenotyping and predictions, consequently reducing the minimally sufficient sample sizes while maximizing the discovery rate of novel treatment candidates. In addition, SuMs reveal a distinct, plasticity-focused gene profile associated with TA. We encourage the adoption of this refined phenotyping approach, to help bridge the translational gap between preclinical and clinical anxiety research.

## Supplementary information

Supplementary Figures and Tables

Supplementary Materials and Methods

## Data Availability

Raw count values of RNA sequencing data (10.5281/zenodo.14236344) and the corresponding behavioral data (10.5281/zenodo.15469973) is publicly available at the Zenodo online data repository as related datasets. The RNA-seq data is also available in the Gene Expression Omnibus (GEO) under accession number GSE240493.

# Supplementary material for: Repeated behavioral testing and the use of summary measures reveal trait anxiety in preclinical rodent models
**Source:** Transl Psychiatry. 2025 Oct 31;15:440. doi: 10.1038/s41398-025-03586-y
**Supplement:** Supplementary file 1 — Supplementary Figures and Tables

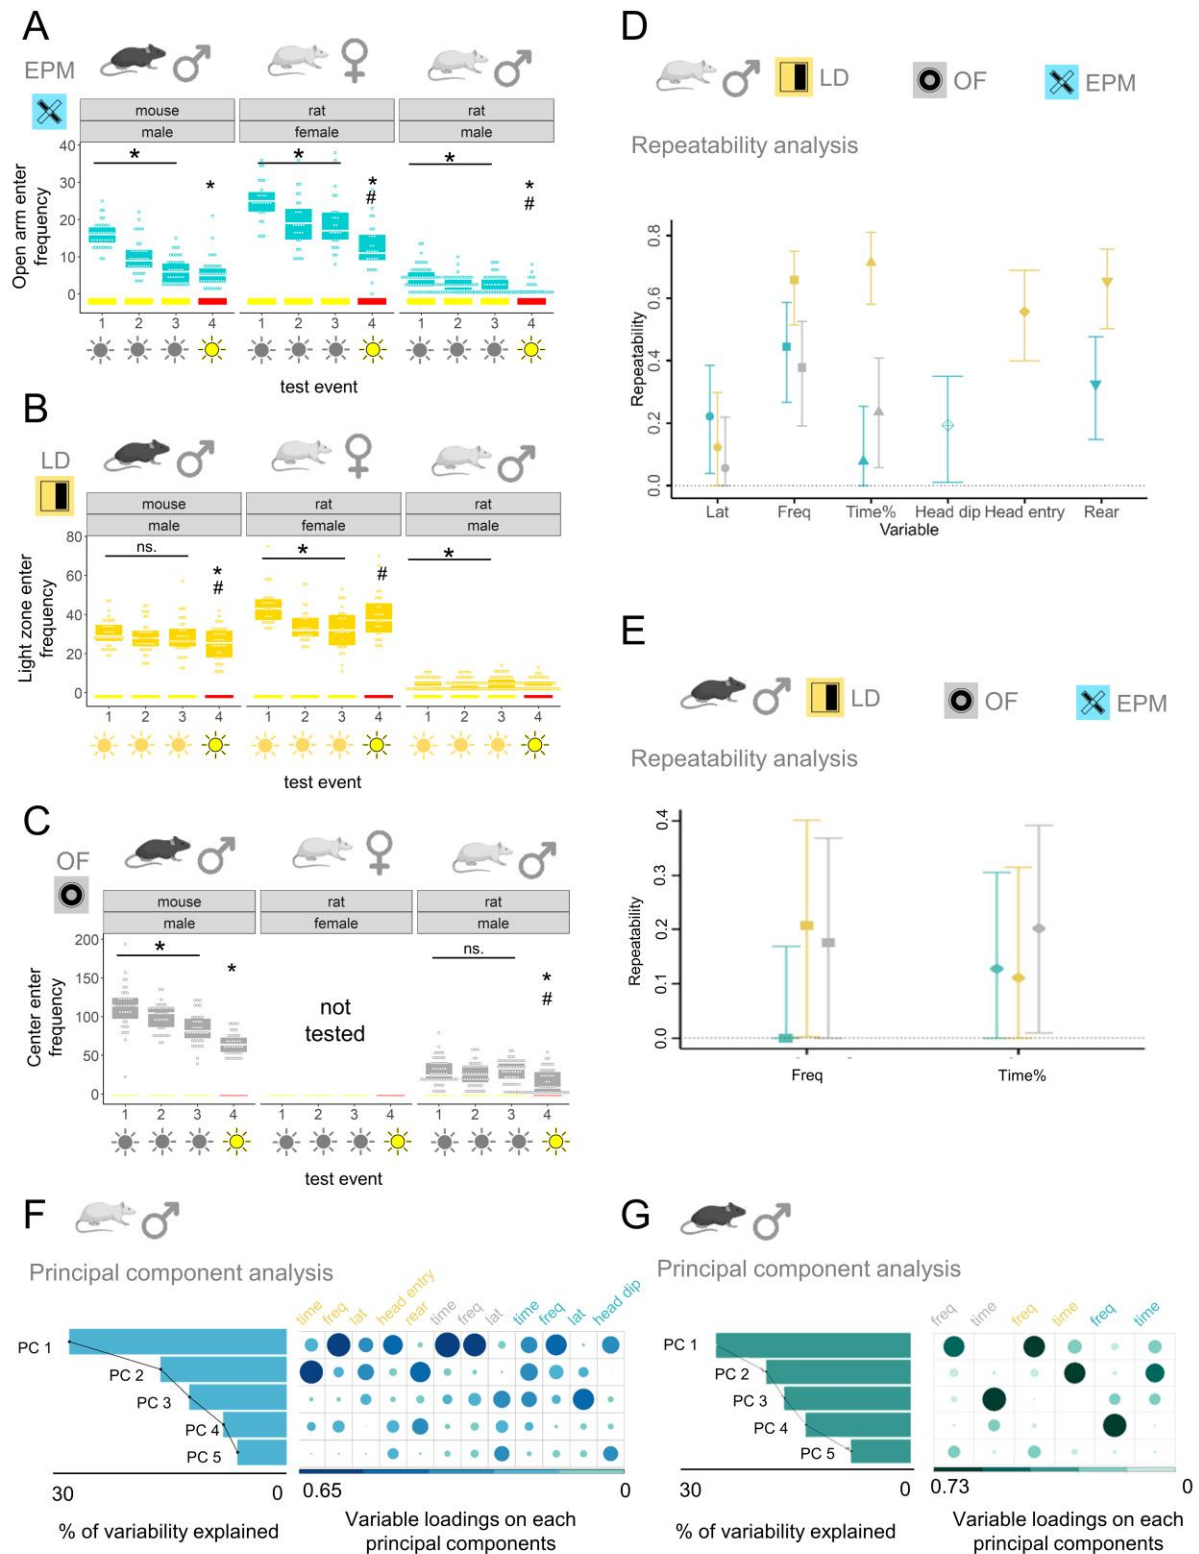

**Supplementary Figure 1: Overlaps between anxiety-like variables support the use of SuMs.** A-C) Enter frequencies to the aversive compartment of the test in male mice, and female and male Wistar rats in the EPM, LD and OF tests. Yellow and red lines above the x axis represent baseline and aversive conditions, respectively. Sun pictograms indicate light conditions during the test: grey, yellow and bright yellow suns represent no, normal and intense

white light, respectively. Asterisks on lines indicate significant main effect of the test event during the baseline sampling period. Asterisks or hashtags above the aversive sampling day (red line) indicate significant pairwise differences from the 1st or the 3rd test event, respectively. **D-E**) Repeatability scores of variables in different tests in male rats or male mice, respectively. Error bars including the zero line indicate poor repeatability. **F-G**) Principal component analysis of variables collected in male rats and male mice. The percentage of explained variance and variable loadings on each principal component is shown on the left and on the right, respectively. Colors of variable names indicate the test type used.

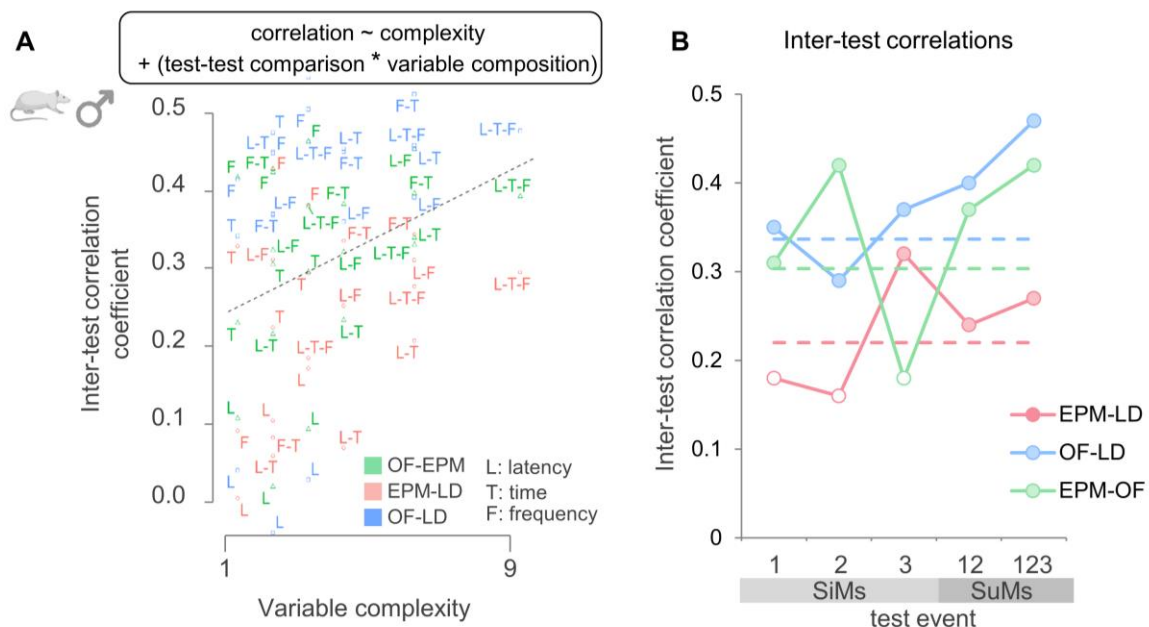

**Supplementary Figure 2. Inter-test correlations as a function of variable complexity. A)** Inter-test correlations between increasingly complex anxiety variables – SiMs and SuMs – were plotted in response to the number of test types, events, and variables that were included in each measure. According to our final statistical model, inter-test correlations were significantly influenced by variable complexity as a fixed effect, and variable composition and test composition as interacting random effects. The color code indicates different test-test comparisons, while the abbreviations indicate which variables were used to compose a SuM. L: latency, T: time, F: frequency. **B)** Inter-test correlation coefficients shown for all SiM or SuM variables. Here, we show correlations between variables that are used for rats throughout the study based on the results of the repeatability and PCA analyses. SiMs consist of only time spent in aversive zone of a test, while SuMs include time and frequency variables. SiM test events mean the first, second or third test, while SuM 12 means the average of the first two tests, and 123 means the average of all test events. Results from male Wistar rats.

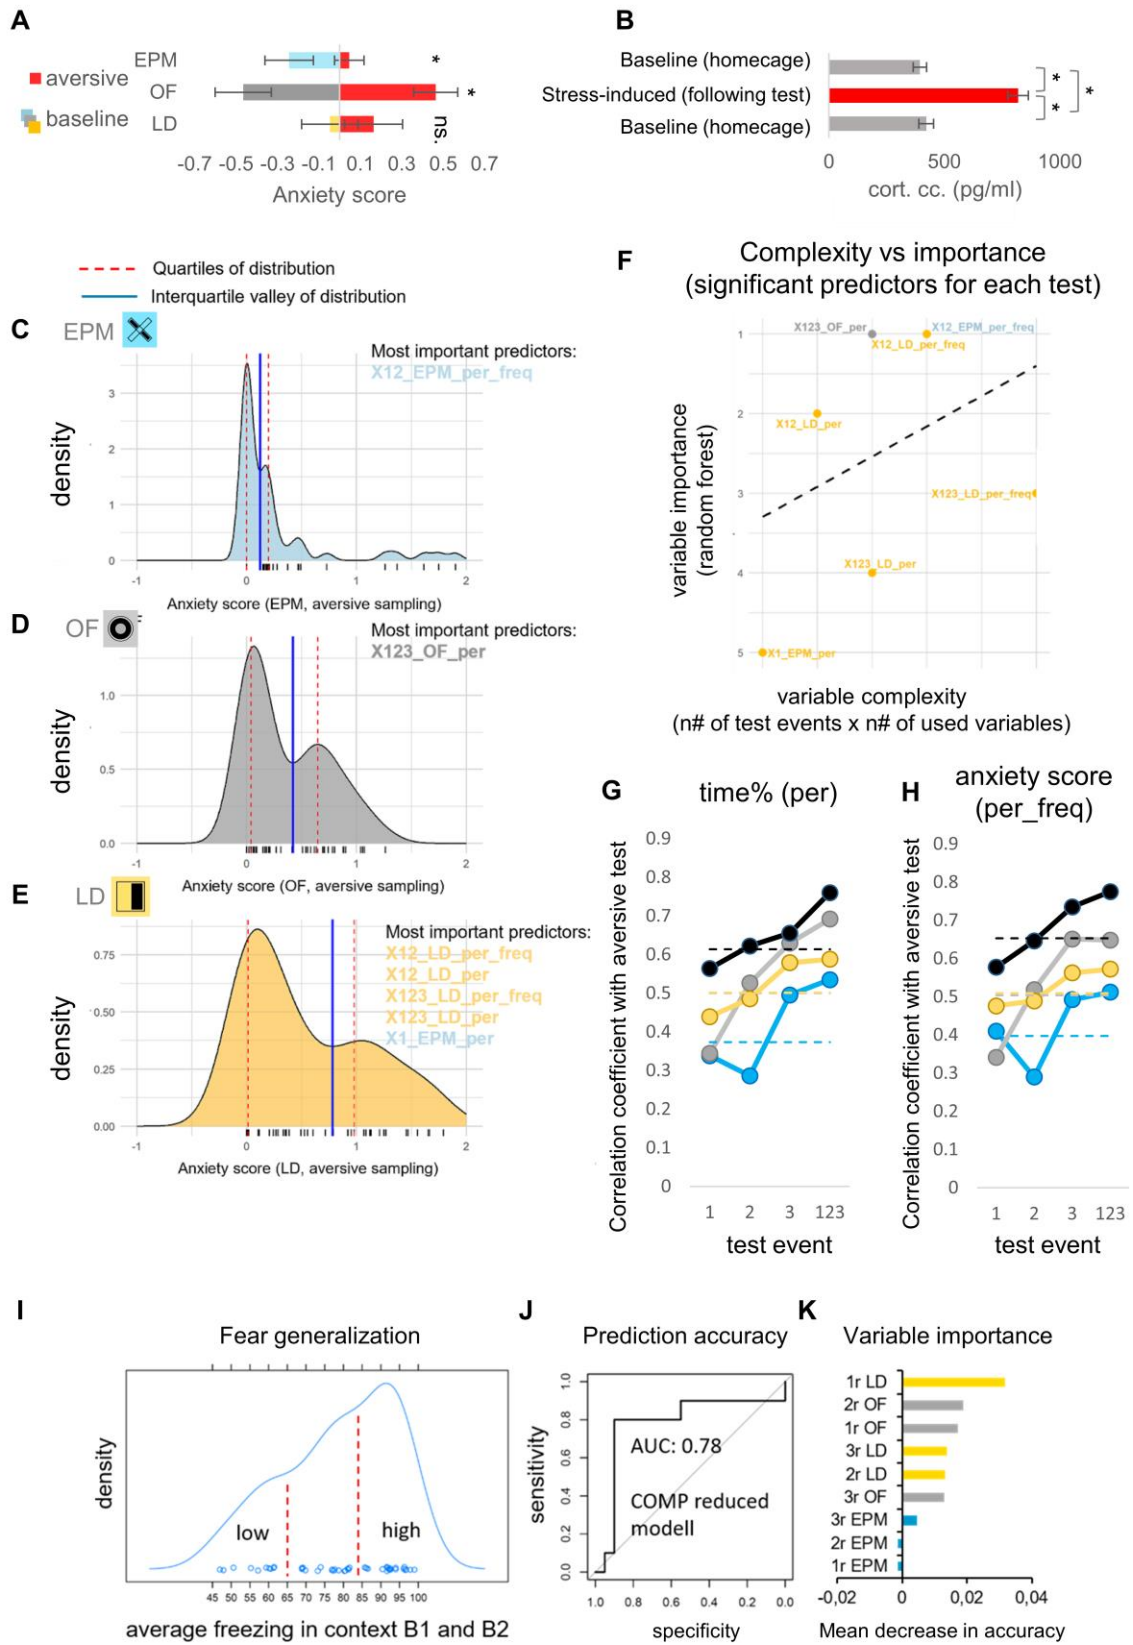

**Supplementary Figure 3: SuMs predict acute stress-induced behaviour.** A) Anxiety score (average of scaled time% and scaled frequency of entries to the aversive compartment of test)

in the baseline sampling period (no or normal visible light during testing)(left, test-wise colored bars) and in the aversive test event (intense light during testing)(right, red bars) in male Wistar rats. **B)** Corticosterone concentration in baseline (homecage) and stress-induced (following anxiety test) conditions. Upper and lower bars show baseline sampling before and after the whole test-battery, respectively. **C-E)** Density plots of anxiety scores in the aversive test event in the EPM, OF and LD tests, respectively. Data showing a bimodal distribution was separated to low and high anxious groups by finding the lowest density value between lower and upper quartiles (red dashed lines) of the data (interquartile valley of distribution, blue line). Significant baseline sampling period predictors of the anxiety score at the aversive test events are shown in the upper-right corner. Variable names include test events (e.g. X1, X12, X123), test-types (EPM, OF, LD) and variable-types ("per", "freq", or "per\_freq" for time%, frequency or their combination, respectively). **F)** Variable importance in the random forest model was plotted against the complexity of significant predictor variables for anxiety scores in the aversive test event. **G-H)** Correlations between significant predictor-types (time% or anxiety score) of the baseline test events and the anxiety scores of the aversive test event. Note that SuM variables (123) are higher compared to most SiM variables. **I-K)** Density plot, prediction accuracy and variable importance of the random forest model to predict fear generalization in a fear conditioning paradigm.

| model | samp-<br>ling | gene<br>symbol | base<br>means | log <sub>2</sub><br>FC | log <sub>2</sub><br>FC<br>SE | robust-<br>ness | FDR-<br>adjusted<br>p-value | IHW<br>weight |
|-------|---------------|----------------|---------------|------------------------|------------------------------|-----------------|-----------------------------|---------------|
| EPM   | SiM           | Cytip          | 23.606        | 4.028                  | 0.960                        | 3               | 0.050                       | 2.771         |
|       |               | F7             | 22.638        | 4.342                  | 1.022                        | 3               | 0.050                       | 2.771         |
|       |               | Mrc1           | 155.711       | 3.277                  | 0.780                        | 5               | 0.050                       | 4.962         |
|       | SuM           | Anp32a         | 1803.473      | 0.481                  | 0.113                        | 9               | 0.013                       | 2.500         |
|       |               | Bcl1           | 25643.881     | 3.720                  | 0.568                        | 14              | 0.000                       | 2.447         |
|       |               | Btk            | 38.921        | 2.995                  | 0.763                        | 8               | 0.045                       | 1.325         |
|       |               | Ccdc112        | 176.938       | 0.929                  | 0.218                        | 9               | 0.026                       | 0.650         |
|       |               | Cfdp1          | 806.939       | 0.499                  | 0.126                        | 10              | 0.026                       | 2.500         |
|       |               | Cir1           | 476.013       | 0.870                  | 0.191                        | 8               | 0.004                       | 2.500         |
|       |               | Dusp7          | 851.688       | -0.534                 | 0.130                        | 6               | 0.016                       | 3.026         |
|       |               | Eif2s2         | 1070.662      | 0.767                  | 0.205                        | 5               | 0.045                       | 2.500         |
|       |               | Eif3j          | 696.432       | 1.062                  | 0.205                        | 13              | 0.001                       | 1.200         |

|    |     |          |          |        |       |    |       |       |
|----|-----|----------|----------|--------|-------|----|-------|-------|
|    |     | Fam50a   | 167.672  | 1.704  | 0.434 | 7  | 0.045 | 1.200 |
|    |     | Hmgn5    | 110.513  | 1.294  | 0.299 | 9  | 0.022 | 0.673 |
|    |     | Kcnj4    | 908.471  | -0.407 | 0.110 | 11 | 0.045 | 3.026 |
|    |     | Krcc1    | 239.564  | 0.999  | 0.230 | 10 | 0.021 | 0.673 |
|    |     | Larp7    | 525.165  | 0.753  | 0.162 | 9  | 0.003 | 2.500 |
|    |     | Map7d2   | 1219.487 | 0.674  | 0.137 | 8  | 0.001 | 2.500 |
|    |     | Map9     | 582.845  | 1.049  | 0.270 | 6  | 0.033 | 2.500 |
|    |     | Mphosph8 | 1155.360 | 0.727  | 0.157 | 8  | 0.003 | 2.500 |
|    |     | Nkap     | 140.282  | 1.109  | 0.257 | 7  | 0.016 | 1.200 |
|    |     | Nsrp1    | 294.536  | 0.949  | 0.217 | 7  | 0.020 | 0.627 |
|    |     | Ppig     | 1241.829 | 1.107  | 0.196 | 10 | 0.000 | 2.500 |
|    |     | Sec62    | 1834.781 | 1.166  | 0.207 | 12 | 0.000 | 2.447 |
|    |     | Taf3     | 336.897  | 0.595  | 0.143 | 9  | 0.035 | 0.673 |
|    |     | Top1     | 420.345  | 0.825  | 0.192 | 7  | 0.017 | 1.200 |
|    |     | Upf2     | 529.868  | 0.623  | 0.142 | 7  | 0.008 | 2.500 |
|    |     | Upf3b    | 574.895  | 0.998  | 0.246 | 8  | 0.046 | 0.627 |
| LD | SiM | Abhd1    | 145.172  | 0.460  | 0.112 | 13 | 0.034 | 0.999 |
|    |     | Adamts4  | 78.607   | 0.652  | 0.165 | 9  | 0.049 | 1.288 |
|    |     | Blcap    | 1577.023 | 0.291  | 0.065 | 11 | 0.024 | 0.449 |
|    |     | Col5a3   | 326.879  | 0.586  | 0.149 | 8  | 0.026 | 4.378 |
|    |     | Dgcr6    | 933.387  | 0.385  | 0.093 | 11 | 0.033 | 1.062 |
|    |     | Glb1     | 160.858  | 0.857  | 0.153 | 15 | 0.000 | 1.288 |
|    |     | Gpx3     | 181.445  | 0.983  | 0.234 | 9  | 0.024 | 1.464 |
|    |     | Hapln2   | 334.366  | 1.182  | 0.288 | 7  | 0.031 | 1.288 |
|    |     | Inpp5f   | 699.704  | 0.417  | 0.095 | 10 | 0.019 | 1.046 |
|    |     | Nat6     | 285.529  | 0.393  | 0.092 | 11 | 0.024 | 1.288 |
|    |     | Orai1    | 104.910  | 0.963  | 0.225 | 10 | 0.026 | 0.789 |

|     |          |          |        |       |    |       |       |
|-----|----------|----------|--------|-------|----|-------|-------|
|     | Pdlim4   | 397.688  | 0.410  | 0.107 | 9  | 0.031 | 4.313 |
|     | Pla2g7   | 184.910  | -0.932 | 0.209 | 10 | 0.018 | 0.999 |
|     | Plekhh1  | 406.534  | 0.988  | 0.235 | 8  | 0.015 | 4.378 |
|     | Rmrp     | 40.122   | -6.810 | 1.370 | 0  | 0.004 | 1.288 |
|     | Rnf145   | 1136.341 | -0.283 | 0.059 | 13 | 0.004 | 1.244 |
|     | Sbno1    | 1076.216 | -0.406 | 0.081 | 14 | 0.004 | 0.825 |
|     | Shbg     | 53.145   | 1.004  | 0.207 | 13 | 0.004 | 1.252 |
|     | Zbed5    | 428.279  | 0.362  | 0.099 | 8  | 0.048 | 4.313 |
| SuM | Adamts4  | 78.607   | 0.570  | 0.159 | 7  | 0.047 | 1.587 |
|     | Agpat5   | 483.012  | -0.263 | 0.070 | 6  | 0.035 | 1.652 |
|     | Alg10    | 32.986   | -1.880 | 0.460 | 7  | 0.015 | 1.652 |
|     | Ascl2    | 66.192   | 1.032  | 0.245 | 6  | 0.013 | 1.959 |
|     | Bhlhe40  | 1299.835 | -0.301 | 0.080 | 6  | 0.029 | 2.396 |
|     | Blcap    | 1577.023 | 0.291  | 0.057 | 12 | 0.004 | 0.640 |
|     | Blvra    | 296.247  | -0.473 | 0.133 | 4  | 0.044 | 2.044 |
|     | Ccnj1    | 34.154   | 0.969  | 0.225 | 9  | 0.011 | 1.652 |
|     | Cdc42ep2 | 202.890  | 0.374  | 0.095 | 10 | 0.023 | 1.652 |
|     | Cdyl2    | 59.969   | -0.790 | 0.210 | 6  | 0.034 | 1.959 |
|     | Cnih2    | 2437.705 | 0.352  | 0.076 | 10 | 0.004 | 2.396 |
|     | Col5a3   | 326.879  | 0.634  | 0.127 | 12 | 0.004 | 1.448 |
|     | Dctd     | 48.110   | 0.596  | 0.166 | 8  | 0.047 | 1.652 |
|     | Dgcr6    | 933.387  | 0.361  | 0.087 | 10 | 0.021 | 0.847 |
|     | Dnaaf5   | 117.892  | 0.461  | 0.128 | 8  | 0.046 | 1.476 |
|     | Dnajb14  | 67.919   | -1.098 | 0.293 | 4  | 0.042 | 1.120 |
|     | Dnpep    | 964.720  | 0.254  | 0.067 | 8  | 0.044 | 0.913 |
|     | Dpm2     | 315.731  | 0.369  | 0.102 | 6  | 0.045 | 1.589 |
|     | Eral1    | 351.824  | -0.308 | 0.084 | 9  | 0.037 | 2.044 |

|         |          |        |       |    |       |       |
|---------|----------|--------|-------|----|-------|-------|
| Evi2a   | 277.589  | 0.618  | 0.168 | 4  | 0.042 | 1.448 |
| Fah     | 200.247  | 0.497  | 0.122 | 6  | 0.015 | 1.652 |
| Fam122a | 214.924  | 0.348  | 0.088 | 12 | 0.024 | 1.549 |
| Fat3    | 152.133  | -1.018 | 0.277 | 6  | 0.042 | 1.476 |
| Fbxw5   | 737.113  | 0.287  | 0.070 | 8  | 0.037 | 0.347 |
| Fem1b   | 221.242  | -0.608 | 0.172 | 4  | 0.049 | 1.698 |
| Fgf14   | 31.569   | -0.802 | 0.221 | 8  | 0.042 | 1.834 |
| Fzd3    | 55.025   | -1.216 | 0.277 | 6  | 0.009 | 1.959 |
| Glb1    | 160.858  | 0.699  | 0.160 | 10 | 0.010 | 1.698 |
| Gpx3    | 181.445  | 0.974  | 0.213 | 9  | 0.006 | 1.652 |
| Hapln2  | 334.366  | 1.080  | 0.272 | 5  | 0.023 | 1.448 |
| Kcna2   | 36.710   | -2.040 | 0.545 | 4  | 0.035 | 1.959 |
| Kcnk1   | 1531.718 | -0.273 | 0.077 | 5  | 0.042 | 2.396 |
| Kcnk9   | 52.273   | -1.220 | 0.334 | 8  | 0.042 | 1.834 |
| Kcns2   | 60.124   | -0.745 | 0.180 | 9  | 0.014 | 1.959 |
| Kit     | 183.256  | -0.620 | 0.148 | 9  | 0.014 | 1.652 |
| Klhl28  | 38.999   | -1.140 | 0.323 | 5  | 0.048 | 1.834 |
| Lcn12   | 37.886   | 0.785  | 0.208 | 8  | 0.035 | 1.652 |
| Lemd3   | 277.339  | -0.322 | 0.088 | 6  | 0.042 | 1.589 |
| Lrp1b   | 352.926  | -0.844 | 0.236 | 4  | 0.049 | 1.409 |
| Lym1    | 182.250  | 0.463  | 0.126 | 7  | 0.042 | 1.698 |
| Mdm4    | 95.155   | -1.173 | 0.319 | 4  | 0.042 | 1.587 |
| Mllt4   | 1188.392 | -0.247 | 0.065 | 8  | 0.042 | 0.868 |
| Nat6    | 285.529  | 0.341  | 0.089 | 8  | 0.027 | 2.044 |
| Orai1   | 104.910  | 0.908  | 0.212 | 9  | 0.013 | 1.476 |
| Pds5a   | 192.446  | -0.572 | 0.156 | 6  | 0.042 | 1.549 |
| Pla2g7  | 184.910  | -0.807 | 0.205 | 8  | 0.024 | 1.549 |

|            |          |        |       |    |       |       |
|------------|----------|--------|-------|----|-------|-------|
| Pvrl2      | 86.300   | 0.495  | 0.132 | 10 | 0.037 | 1.597 |
| Rab26      | 1010.801 | 0.305  | 0.081 | 8  | 0.044 | 0.847 |
| RGD1559904 | 298.985  | -0.327 | 0.091 | 7  | 0.045 | 1.652 |
| Rnf145     | 1136.341 | -0.268 | 0.054 | 11 | 0.004 | 0.347 |
| Rpl30      | 472.323  | 0.662  | 0.164 | 7  | 0.019 | 1.507 |
| Rragd      | 188.492  | -0.452 | 0.107 | 9  | 0.013 | 1.698 |
| Samd4b     | 829.421  | 0.215  | 0.051 | 12 | 0.029 | 0.347 |
| Sbno1      | 1076.216 | -0.347 | 0.081 | 10 | 0.014 | 0.847 |
| Scand1     | 644.680  | 0.484  | 0.115 | 9  | 0.014 | 1.589 |
| Shbg       | 53.145   | 0.942  | 0.195 | 12 | 0.004 | 1.652 |
| Slc25a10   | 322.184  | 0.392  | 0.095 | 9  | 0.015 | 1.448 |
| Slc25a28   | 536.981  | 0.295  | 0.071 | 8  | 0.015 | 1.507 |
| Smcr8      | 96.412   | -0.931 | 0.227 | 8  | 0.015 | 1.658 |
| Snta1      | 641.738  | 0.223  | 0.062 | 8  | 0.047 | 1.467 |
| Sts        | 173.874  | 0.531  | 0.147 | 6  | 0.044 | 1.698 |
| Tatdn3     | 213.583  | 0.528  | 0.113 | 10 | 0.004 | 1.698 |
| Tceb2      | 829.548  | 0.475  | 0.112 | 8  | 0.015 | 0.913 |
| Tmem164    | 542.956  | -0.220 | 0.061 | 10 | 0.045 | 1.652 |
| Tmem196    | 166.953  | -0.713 | 0.188 | 7  | 0.029 | 2.044 |
| Tmx2       | 1251.797 | -0.286 | 0.077 | 5  | 0.048 | 0.868 |
| Tspan1     | 49.982   | 0.777  | 0.206 | 7  | 0.042 | 1.120 |
| Ttbk2      | 69.348   | -1.574 | 0.349 | 6  | 0.009 | 1.120 |
| Ttc39b     | 71.332   | -0.981 | 0.256 | 5  | 0.027 | 1.959 |
| Ttc9       | 521.426  | -0.276 | 0.073 | 6  | 0.035 | 1.652 |
| Vcpip1     | 199.177  | -0.799 | 0.222 | 5  | 0.045 | 1.652 |
| Wdr34      | 166.398  | 0.350  | 0.098 | 7  | 0.047 | 1.549 |

|      |     |       |         |        |       |                       |        |       |
|------|-----|-------|---------|--------|-------|-----------------------|--------|-------|
| COMP |     | Xkr6  | 81.662  | 0.814  | 0.193 | 8                     | 0.013  | 1.587 |
|      |     | Zfp26 | 155.941 | -0.483 | 0.109 | 10                    | 0.009  | 1.658 |
|      |     | Zyx   | 607.518 | 0.409  | 0.095 | 9                     | 0.011  | 1.589 |
|      | SuM | Rpl30 | 472.323 | 0.597  | 0.130 | Not<br>calculate<br>d | 0.0464 | 1     |
|      |     | Zfp26 | 155.941 | -0.407 | 0.090 | Not<br>calculate<br>d | 0.0464 | 1.097 |

**Supplementary Table 1.** Parameters of significant RNA expression – behavior associations sorted by different sampling and analysis approaches. **Abbreviations:** log2FC: log2 fold-change, SE: standard error, FDR: false discovery rate, IHW: independent hypothesis weighting. Results from male Wistar rats.

| gene   | robustness |
|--------|------------|
| Cytip  | 3          |
| F7     | 3          |
| Hapln2 | 7          |
| Rragd  | 9          |
| Scand1 | 9          |
| Zyx    | 9          |
| Anp32a | 9          |
| Kit    | 9          |
| Larp7  | 9          |
| Ccnjl  | 9          |
| Gpx3   | 9          |
| Eral1  | 9          |

|          |    |
|----------|----|
| Pdlim4   | 9  |
| Hmgn5    | 9  |
| Ccdc112  | 9  |
| Kcns2    | 9  |
| Slc25a10 | 9  |
| Taf3     | 9  |
| Adamts4  | 9  |
| Inpp5f   | 10 |
| Pvrl2    | 10 |
| Tmem164  | 10 |
| Zfp26    | 10 |
| Cfdp1    | 10 |
| Orai1    | 10 |
| Tatdn3   | 10 |
| Cnih2    | 10 |
| Ppig     | 10 |
| Pla2g7   | 10 |
| Krcc1    | 10 |
| Cdc42ep2 | 10 |
| Dgcr6    | 11 |
| Kcnj4    | 11 |
| Nat6     | 11 |
| Blcap    | 12 |
| Samd4b   | 12 |
| Col5a3   | 12 |

|         |    |
|---------|----|
| Fam122a | 12 |
| Sec62   | 12 |
| Rnf145  | 13 |
| Abhd1   | 13 |
| Shbg    | 13 |
| Eif3j   | 13 |
| Sbno1   | 14 |
| Glb1    | 15 |

**Supplementary Table 2.** Genes analyzed via qPCR in the amygdala, chosen for their robustness scores in the RNASeq analysis of mPFC tissue. Results from male Wistar rats.

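The table lists the robustness index of each of the 45 genes, which the paper defines as the smallest sub-cohort size at which the spread of the p-values of a Spearman correlation reaches the significance threshold. In the mPFC counts of the 27 rats, these 45 genes had means from 22.6 to 2438 normalized counts, with a median of 322. Their SDs of log2(normalized count + 1) had a median of 0.21. The gene the table places lowest with F7, Cytip, had 60 reads in its highest rat, while Glb1, which the table places highest, had 88 to 272 reads per rat.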

| comparisons                    | gene symbol | r        | p        | significance after FDR correction | correlating variables |
|--------------------------------|-------------|----------|----------|-----------------------------------|-----------------------|
| PFC PCR vs RNASeq correlations | Adamts4     | 0.533578 | 4.15E-03 | *                                 | -                     |
|                                | Col5a3      | 0.559829 | 2.39E-03 | *                                 | -                     |
|                                | Glb1        | 0.608059 | 7.66E-04 | *                                 | -                     |
|                                | Gpx3        | 0.580586 | 1.50E-03 | *                                 | -                     |
|                                | Hapln2      | 0.741758 | 9.52E-06 | *                                 | -                     |
|                                | Pdlim4      | 0.458861 | 1.61E-02 | *                                 | -                     |
|                                | Pla2g7      | 0.568376 | 1.98E-03 | *                                 | -                     |

|                                                                                |        |          |          |     |                 |
|--------------------------------------------------------------------------------|--------|----------|----------|-----|-----------------|
|                                                                                | Tatdn3 | 0.615385 | 6.34E-04 | *   | -               |
| AMY vs PFC<br>expression<br>level<br>correlations                              | Glb1   | 0.647741 | 0.000259 | *   | -               |
|                                                                                | Larp7  | 0.59655  | 0.001022 | *   | -               |
|                                                                                | Pla2g7 | 0.574481 | 0.001725 | *   | -               |
|                                                                                | Kcns2  | 0.482295 | 0.010843 | *   | -               |
|                                                                                | Hmgn5b | 0.47779  | 0.011718 | *   | -               |
|                                                                                | Tatdn3 | 0.473748 | 0.012553 | *   | -               |
|                                                                                | Mrc1   | 0.407814 | 0.034722 | *   | -               |
|                                                                                | Shbg   | 0.397436 | 0.040087 | *   | -               |
| AMY<br>correlations<br>with SiMs,<br>SuMs,<br>COMPs or<br>aversive<br>behavior | Blcap  | 0.40116  | 0.038091 | *   | EPM SuM         |
|                                                                                | Glb1   | 0.605006 | 0.000828 | *   | LD SiM          |
|                                                                                | Glb1   | 0.394383 | 0.041784 | *   | COMP SuM        |
|                                                                                | Inpp5f | -0.39178 | 0.043279 | *   | EPM<br>aversive |
|                                                                                | Pla2g7 | -0.58669 | 0.001297 | *   | LD SiM          |
|                                                                                | Pvrl2  | 0.388032 | 0.045499 | *   | EPM SiM         |
|                                                                                | Rragd  | -0.39769 | 0.048988 | *   | OF aversive     |
|                                                                                | Shbg   | 0.398459 | 0.048511 | *   | OF aversive     |
|                                                                                | Abhd1  | -0.4359  | 0.023036 | ns. | COMP SuM        |
|                                                                                | Abhd1  | -0.40842 | 0.034426 | ns. | EPM SuM         |
|                                                                                | Abhd1  | -0.40574 | 0.035746 | ns. | EPM SiM         |
|                                                                                | Anp32a | 0.515873 | 0.005881 | ns. | EPM SuM         |
|                                                                                | Ccnjl  | -0.44375 | 0.020418 | ns. | EPM<br>aversive |
|                                                                                | Cfdp1  | -0.42125 | 0.02865  | ns. | LD SiM          |
|                                                                                | Cnih2  | 0.47619  | 0.012043 | ns. | EPM SuM         |
|                                                                                | Cnih2  | 0.448176 | 0.019053 | ns. | EPM SiM         |
|                                                                                | Glb1   | 0.47558  | 0.012169 | ns. | LD SuM          |
|                                                                                | Gpx3   | 0.465201 | 0.014481 | ns. | EPM SuM         |

|  |         |          |          |     |              |
|--|---------|----------|----------|-----|--------------|
|  | Gpx3    | 0.434066 | 0.023684 | ns. | LD aversive  |
|  | Kit     | -0.49112 | 0.009286 | ns. | EPM aversive |
|  | Larp7   | -0.42467 | 0.027248 | ns. | EPM aversive |
|  | Orai1   | -0.49611 | 0.008492 | ns. | EPM SiM      |
|  | Orai1   | -0.44505 | 0.020007 | ns. | EPM SuM      |
|  | Orai1   | 0.426129 | 0.026668 | ns. | LD SiM       |
|  | Pla2g7  | -0.51709 | 0.005745 | ns. | LD SuM       |
|  | Ppig    | -0.43535 | 0.023227 | ns. | LD SiM       |
|  | Rnf145  | -0.42467 | 0.027248 | ns. | EPM aversive |
|  | Samd4b  | 0.470274 | 0.017678 | ns. | OF aversive  |
|  | Samd4b  | 0.384005 | 0.047986 | ns. | EPM SuM      |
|  | Scand1  | -0.43224 | 0.024347 | ns. | EPM aversive |
|  | Tmem164 | 0.489391 | 0.009575 | ns. | EPM SiM      |
|  | Tmem164 | 0.470696 | 0.013215 | ns. | EPM SuM      |
|  | Tmem164 | 0.407814 | 0.034722 | ns. | LD aversive  |
|  | Tmem164 | 0.400003 | 0.047566 | ns. | OF aversive  |
|  | Zfp26   | -0.40296 | 0.037155 | ns. | EPM aversive |
|  | Zyx     | 0.42735  | 0.02619  | ns. | LD aversive  |

**Supplementary Table 3.** Validation of RNASeq experiments, correlations between amygdala expression and mPFC expression, or amygdala expression and anxiety. Results from male Wistar rats. \* significant after false discovery rate (FDR) correction. Ns. – not significant after FDR correction

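The table joins 3 kinds of correlation across rats. The rows headed PFC PCR vs RNASeq set the qPCR value of a gene in the mPFC against its RNASeq value in the same RNA sample, and the other rows set qPCR values of the amygdala against qPCR values of the mPFC or against the anxiety measures. Only the RNASeq values are covered by the counts, and the qPCR values were not used here. Hmgn5b in the table is matched in the counts by the row with gene ID 681284, whose mean is the paper's base mean for Hmgn5. That row had 118 ± 28.3 normalized counts (SD, n = 16) in the libraries up to number 31 and 99.0 ± 15.1 (SD, n = 11) in those from number 32.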

# Supplementary material for: Repeated behavioral testing and the use of summary measures reveal trait anxiety in preclinical rodent models
**Source:** Transl Psychiatry. 2025 Oct 31;15:440. doi: 10.1038/s41398-025-03586-y
**Supplement:** Supplementary file 2 — Supplementary Materials and Methods

**SUPPLEMENTARY MATERIALS AND METHODS**

**Animals and housing.** Animals were kept in standard environmental conditions of 22±1°C temperature and 60±10% relative humidity in a 12:12h reversed circadian light-cycle room, with lights off at 8.00 a.m. Animals were housed in groups of 2-5 (mice and rats in separate rooms), rats in 1291H Eurostandard type III H cages (42.5x26.6x18.5 cm), and mice in 1284L EUROSTANDARD TYPE II L cages (36.5x20.7x14 cm). Water and food (Sniff, Soest, Germany) were available *ad libitum*. Experimental subjects underwent a 2-week acclimatisation period to their housing room, and also three 1-minute sessions of handling by the experimenter on three consecutive days right before experimentation. To identify individual subjects, their tails were marked with a black marker. Identification marks were first applied during the handling period and renewed every three days. All experiments were approved by the Animal Welfare Committee of the Institute of Experimental Medicine, the National Scientific Ethical Committee on Animal Experimentation (permit no. PE/EA/00220-4/2022) and are in agreement with the 2010/63/EU directive.

**Supplementary Materials Table 1.: Overview of tests conducted in each animal cohort.**

Two cohorts of adult male Wistar rats (Charles-River, n=54, age= 100 days) were used to examine trait anxiety and its neural correlates. To assess replicability and potential sex differences, behavioral assessment was repeated with adult female Wistar rats (Charles-River, n=27, age= 130 days), and adult male C57BL/6J mice (Jackson Laboratory, n=40, age= 95 days). One cohort of adult male Long-Evans rats (Charles-River, n=27, age= 110 days) was used to explore the correlations between acoustic startle responses, generalized fear in the conditioned fear paradigm (CFP), and trait anxiety. Additionally, one cohort of adult male Wistar rats (Charles-River, n=30, age at testing= 180 days) was used to investigate the effects of social isolation on trait anxiety. Sample sizes for the first rat experiment (n=54) were calculated using the pwr R package aiming to measure a minimum r=0.35 spearman linear correlation coefficient at alpha=0.05 significance level and beta=0.8 power. Following the first experiment we decreased sample sizes according to the robustness indices of behavior-behavior and behavior-gene expression correlations.

**Experimental design.** Wistar rats were tested according to a semi-randomized testing protocol for 3+2 weeks (Fig.1). The three-week test battery involved the EPM, OF, and LD tests, each repeated three times for all individuals. The semi-randomised testing order involved six fixed combinations of tests with balanced sample sizes. Afterwards, an additional week of testing was conducted under more aversive conditions with increased light intensities. Two days after the aversive week, a different type of open field test (OF2) was performed as the last test for all animals, so that their last test experience before termination was identical. For the social isolation protocol, upon weaning at P21, animals were reared in groups of 4 (social), or alone in a cage (isolated) until testing in adulthood. Female rats, male rats in the social isolation cohort and mice underwent the 3-week baseline anxiety testing, and the additional week of testing in aversive conditions. Long-Evans rats first underwent the above described 3-week anxiety testing protocol, followed by an acoustic startle paradigm 3 days later, and finally a fear conditioning paradigm a week after that. For the experiments described above, animals were randomly chosen for each group. For anxiety tests, time spent in the aversive zone of tests, frequency, and latency of aversive zone entries were analyzed automatically using Noldus EthoVision XT15, head-dips in EPM and head-entry for the LD, as well as rearing for both tests were analyzed manually using Solomon Coder by experimenters that were blind to experimental groups.

**Behavioural tests.** All behavioural experiments were carried out in the first half of the animals’ active phase by the same experimenter, in a testing room adjacent to the housing room. Animals were individually transferred from their homecage to the experimental room in a transfer-cage. Following the last behavioural test, animals were left undisturbed for 2 weeks, then swiftly terminated by decapitation in a non-stressed baseline state for later analysis of neurobiological correlates described below.

The Elevated Plus-Maze test consisted of an elevated plus-shaped testing arena with black plexiglass walls and a white plexiglass floor. The apparatus consisted of two open (aversive) and two enclosed (protected) arms connected by a central area (rat: height 70cm, arms 42x12 cm, centre 12x12 cm, closed arm wall height 35 cm; mouse: height 50cm, arms 30x7 cm, centre 7x7 cm, closed arm wall height 30 cm). Animals were placed in the centre of the testing arena facing the open arm in infrared lighting (13 lux), and were recorded for 5 minutes for later analysis. Aversive sampling was done in dim white lighting (49 lux).

The Light-Dark test consisted of an open, dimly lit (49 lux white light) arena with transparent plexiglass walls, and a closed, dark arena with black plexiglass walls and a black cover. The two chambers were connected by a narrow door (rat: light and dark boxes 50x50x40 cm; mouse: light and dark boxes 40x20x25 cm). Animals were placed in the light compartment and were recorded for 10 minutes. Aversive sampling was done in bright lighting (422 lux).

The Open Field test consisted of a large circular arena with black metal walls and a black wooden floor (for rats, diameter 100 cm, height 40 cm), or a white plastic box (for mice, 40x30x15 cm). The inner 50% (for mice) or 70% (for rats) of the arena was appointed as the centre. Animals were placed in the periphery of the arena in infra-red lighting, and were recorded for 10 minutes. Aversive sampling was done in the same experimental apparatus, but in dim white lighting (49 lux).

The different type of Open Field testing (OF2) was done in a different experimental room by a different experimenter in dim white light. The testing apparatus was a black plastic square-shaped box (79x54x35 cm). Animals were placed in the periphery of the arena and recorded for 5 minutes.

The acoustic startle paradigm was performed with Long-Evans rats by a different experimenter 3 days after their last anxiety test. Startle reactivity was assessed in Plexiglas chambers (length: 25 cm, diameter: 12.5 cm) placed in sound-attenuating boxes (33 x 33 x 48 cm) controlled by the SR-LAB software (SR-LAB Startle Response System, San Diego Instruments, USA) as previously described^1^. Briefly, startle reactivity for increasing pulse intensity was assessed during a single session (approx. 20 min, light on in chambers). Session started with the delivery of 5 each of 120 dB startle pulses (over 65 dB background white noise) allowing startle to reach a stable level before specific testing. In a second block we presented four of each startle stimulus intensities (80, 90, 100, 110, and 120 dB) in a pseudorandom order with an average 15 sec inter-trial intervals (range of 7-23 sec) between stimulus presentations. The average startle response for each intensity was calculated and considered as the index of startle reactivity.

The fear conditioning paradigm was carried out with Long-Evans rats 1 week after the acoustic startle paradigm (Fig.2F-H). Fear conditioning was conducted in a different, brightly lit experimental room. Rats were placed in a 30x30x30 cm plexiglass chamber with metal grid floors. After a 2.5 min habituation period, 2.4 mA, 1 sec long, inescapable electric foot-shocks were delivered through the grid floor 10 times, each with a 30 sec inter-shock interval. Animals were placed in the same chamber 28 days later as a contextual reminder, then tested for fear-generalisation in a different apparatus with different contextual cues on the following day. Measured behavioural outcome was time spent freezing. Freezing was quantified by Ethovision as immobility lasting longer than 1 second, with detection thresholds and settings validated by significant correlation with expert hand-scoring (r>0.9).

For the social isolation protocol, upon weaning at P21, animals were reared in groups of 4 (social), or alone in a cage (isolated) for approx. 5 months until testing in adulthood.

**Statistical analysis of behaviour.** All statistical analysis was done in R statistical environment (version 3.6.2.)^2^, through its integrated development environment, RStudio (version 1.3.1056)^3^.

| **variable** | **species** | **summarisation** | **variable types** | **test events** | **test types** |
| --- | --- | --- | --- | --- | --- |
| **SiM** | rat | - | time | 1 | EPM/OF/LD |
| **SuM** |  | averaging | time, frequency | 2 or 3 | EPM/OF/LD |
| **COMP** |  |  | time, frequency | 1 or 2 or 3 | EPM+OF+LD |
| **SiM** | mouse | - | frequency | 1 | EPM/OF/LD |
| **SuM** |  | averaging | frequency | 2 or 3 | EPM/OF/LD |
| **COMP** |  |  | frequency | 1 or 2 or 3 | EPM+OF+LD |

**Supplementary Methods Table 2. Composition of SiMs, SuMs or COMPs.**

**Blood corticosterone analysis of Wistar rats.** Tail vein blood samples (0.3-0.5 ml) were collected in a resting state (5 days before the first experiment) and in stress-induced (immediately after OF2) conditions, and trunk blood was collected into ice-cold EDTA-containing tubes at the time of termination in a baseline state. After sampling, blood-containing tubes were centrifuged at 4 °C, and plasma was separated and stored at -20 °C until analysis. The quantification of plasma corticosterone was carried out using radioimmunoassay similarly to previous work by our laboratory^4^. Briefly, corticosterone was separated from corticosteroid-binding globulin (CBG) at low pH levels. CBG was kept inactive at low pH levels to avoid interference. Rabbit antiserum against corticosterone-3-carboxymethyloxime-bovine serum albumin was developed in the Institute, and 125I-labeled carboxymethyloxime–tyrosine–methyl ester was used as the tracer. All samples were measured in the same assay, with a sensitivity of 1 pmol/ml.

**RNA Sequencing of mPFC tissue.** Animals were swiftly decapitated after being transferred directly from their home-cage, their brains were removed, then cooled and washed in ice-cold saline. A 1 mm coronal section between Bregma 3.2-2.2 mm was sliced in a cooled slice matrix. Bilateral medial prefrontal cortex samples were dissected on ice as defined by the forceps minor of corpus callosum and the medial wall of the hemisphere (i.e. including the infralimbic, prelimbic and anterior cingulate cortices). Samples were immediately placed in Eppendorf tubes on dry ice and stored at -80C temperature until RNA isolation. Whole transcriptome-analysis via RNASeq was performed on the homogenised mPFC tissue. RNA sequencing was performed on 27 animals, chosen by their COMP scores. More precisely, a scale was created from all 54 animals’ SuM scores, and every second animal in the scale was selected for RNASeq analysis. After the selection, correlations between the baseline composite score and behaviour in aversive conditions remained significant for both the selected and non-selected groups (Fig.4A). Analysis of gene-behaviour regressions was carried out using a negative binomial generalised linear model, with anxiety-scales generated from behaviour in different test-types (EPM/OF/LD/COMP) across test repetitions (SiM/SuM) as continuous covariates in the design. This was done to avoid losing relevant behavioural information by binarising the population into “high-anxiety” or “low-anxiety” groups. Percent of time spent in the aversive zone was used for SiMs, and composite scores of time and entry frequency were used for SuMs.

**Robustness.** We characterised gene-behaviour associations with the per unit of RNA read count change of an anxiety measure (SiM or SuM) and robustness. A robustness index estimates the smallest number of randomly excludable samples that likely compromise the statistical significance of a given correlation. The index was calculated by a custom-written script that reanalyses the Spearman correlations across randomly selected, sub-cohorts of varying sizes from the original population. A total of 20.000 correlations were computed across sub-cohorts of all possible sample sizes, and minimums, maximums, standard deviations and means of their p-values were calculated. Robustness index was defined as the smallest sub-cohort size in which the standard deviation of the correlations' p-values reached the 0.05 alpha threshold level. The R scripts containing functions and calculations used are available upon request.

**qPCR analysis.** Total RNA was isolated using the RNeasy Lipid Tissue Mini Kit (Qiagen). The quality and quantity of the isolated RNA were assessed using the Qubit RNA BR Assay Kit and Qubit RNA IQ Assay Kit (Invitrogen, USA). A total of 500 ng of RNA was used for reverse transcription, which was performed using the High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, USA). The concentrations of the resulting cDNA were determined using the Qubit ssDNA Assay Kit (Invitrogen, USA). Gene expression patterns were analyzed using custom 384-well TaqMan Gene Expression Array Cards (Applied Biosystems, USA). Each array card ran eight samples, including seven test samples and one run-control sample for calibration. The cDNA samples (200 ng each) were diluted and mixed with the TaqMan Gene Expression Master Mix to create a qPCR reaction mix, with a final concentration of 1 ng/µl. The qPCR reactions were performed using the ViiA 7 Real-Time PCR System (Applied Biosystems, USA), and the data were collected using the QuantStudio software (Applied Biosystems, USA).

We performed qPCR analysis of total RNA from the mPFC and amygdala (AMY) samples of the same animals used for RNASeq. For mPFC, the RNA sample isolated for RNASeq was used for further analysis. Bilateral microdissection of AMY (including MeA, CeA, BLA and BMA, between Bregma -2.0 and -3.0, defined by the external and internal capsules and optic tract) was performed as described for mPFC tissue. Gene expression patterns were analyzed using custom 384-well TaqMan Gene Expression Array Cards (Applied Biosystems, USA). These cards measured the expression of 45 genes of interest, which were selected based on the robustness of mPFC RNA sequencing experiments. Inter-run calibration values were calculated based on the run control samples, using Actb and Gapdh as reference genes, as per the method described by Hellemans. The normalized relative gene expression values were calculated using the 2-ΔΔCT method. These values were further normalized to the inter-run calibration values. Expression values with threshold cycles greater than 35 were excluded from the analyses.

Total RNA was isolated from mPFC and amygdala (AMY) samples of the same animals used for RNASeq, using the RNeasy Lipid Tissue Mini Kit (Qiagen), with bilateral microdissection performed for both regions. RNA quality and quantity were assessed using the Qubit RNA BR and IQ Assay Kits (Invitrogen, USA). For cDNA synthesis, 500 ng of RNA was reverse transcribed using the High Capacity cDNA Reverse Transcription Kit (Thermo Fisher Scientific, USA), and cDNA concentrations were measured with the Qubit ssDNA Assay Kit. Gene expression patterns were analyzed using custom 384-well TaqMan Gene Expression Array Cards (Applied Biosystems, USA), which measured 45 genes selected based on mPFC RNASeq results; each card included seven test samples and one run-control for calibration. cDNA samples (200 ng each) were diluted and mixed with TaqMan Gene Expression Master Mix to a final concentration of 1 ng/µl, and qPCR reactions were run on the ViiA 7 Real-Time PCR System with data collected using QuantStudio software. Inter-run calibration values were calculated using Actb and Gapdh as reference genes, following Hellemans’ method. Normalized relative gene expression values were calculated using the 2-ΔΔCT method and further normalized to inter-run calibration values, with expression values above a threshold cycle of 35 excluded from analysis.

**Bibliography**

1. Toth, M., Gresack, J. E., Bangasser, D. A., Plona, Z., Valentino, R. J., Flandreau, E. I., *et al.* Forebrain-Specific CRF Overproduction During Development is Sufficient to Induce Enduring Anxiety and Startle Abnormalities in Adult Mice. *Neuropsychopharmacol* **39**, 1409–1419 (2014).

2. RCoreTeam. R: A language and environment for statistical computing. R Foundation for Statistical Computing, Vienna, Austria. (2019).

3. RStudio Team. RStudio: Integrated Development Environment for R. (2020).

4. Toth, M., Mikics, E., Tulogdi, A., Aliczki, M. & Haller, J. Post-weaning social isolation induces abnormal forms of aggression in conjunction with increased glucocorticoid and autonomic stress responses. *Hormones and Behavior* **60**, 28–36 (2011).

How the deposited data were processed for this re-analysis (not part of the article)

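Gene expression was measured by single-read RNA sequencing of mPFC tissue from 27 male Wistar rats in a resting state, 1 library per rat. The authors deposited raw counts, the number of reads they counted on each gene in each library, without normalization. How these counts were aligned and assigned to genes, the genome build and the strandedness are not named in the paper's text, and genes with several loci are split over rows (436 rows), so counts of such genes, of close paralogs and of overlapping genes are uncertain. All 27 columns of the table were used. The conditions were taken from the sample labels and the paper's methods. Per-rat anxiety scores and the membership of the rats in the paper's cohorts were not used here, so no regression on anxiety was run and the fold changes, FDR values and robustness indices remain the paper's.

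Gene IDs were named from the RefSeq gene list of the assembly GRCr8, which matched 28157 of 36865 rows. No genome sequence was used, so checks of GC content and transcript length were void. Counts were normalized by the median-of-ratios size factors of DESeq2 (version 1.42.0) over all genes, as in the paper. Other scalings tried were edgeR's TMM (edgeR version 4.0.16), total counts, and size factors from genes with a mean count of at least 10. Log values are log2(normalized count + 1), which understates the change of low genes, with a pseudocount of 0.1 as an alternative. Spread beyond counting was tested per gene with a chi-square dispersion test against a Poisson distribution. It assumes independent reads. Without molecular identifiers, reads of 1 amplified molecule cannot be told apart, so the depth floors of 3 counts and the counting noise cover counting error only.

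Lists of genes were taken from Supplementary Table 1, each gene signed by the paper's log2 fold change. The coherence of a list is the median pairwise correlation of its genes, set against 10000 random lists drawn from the 200 genes nearest in mean expression. List scores and marker scores are mean z scores. The marker scores cover 12 sets of cell type, activity and sex genes chosen before the data were examined. Correlations across rats are given as Spearman's rho and Pearson's r, each with a two-sided permutation test of 100000 permutations, within the depth blocks, and without the 2 rats farthest from the median of 1 of the 2 measures (the first list of a pair, the marker score or library measure, Rn18s or Rn7sl1). P-values were adjusted by the Benjamini-Hochberg method within each family of relations.

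Genes following the oligodendrocyte score, the library number or the depth block were counted with edgeR's quasi-likelihood test after filterByExpr and TMM normalization, at an adjusted p under 0.05. DESeq2's Wald test was the alternative, and 100 random orders or splits of the rats gave the number found by chance. The models were tested on simulated counts for 11730 genes, of which 200 followed the covariate with a log2 change of 0.5 per SD. The edgeR test recovered 192 to 196 of the 200 and made 6 to 13 false calls. The simulated genes varied independently of each other, unlike the real ones. In the real counts, shuffled values gave up to 550 genes for the library number and 1937 for the oligodendrocyte score. They gave at most 2 for the block. The simulated false calls therefore do not carry over to the first 2 covariates. In simulated Poisson counts of 11711 genes, 200 of them overdispersed, the dispersion test recovered 200 with 16 false calls. The overdispersed genes were given a larger spread than most real genes have, so their recovery was nearly assured. A simulated list of 25 genes with a shared factor stood at the 100th percentile of its random lists, but one without a shared factor stood at the 98.4th. Of 100 further lists without a shared factor, 7 lay at or above the 95th percentile, so a high percentile alone does not establish a shared factor. The software was R 4.3.3 with limma 3.58.1, and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.

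The genes named follow a rule fixed in advance. They are the genes the paper names in its RNASeq and qPCR results or discussion, the genes of Supplementary Table 1 whose base mean differed by more than 1%, the marker genes, Actb and Gapdh, the 5 genes with the highest mean, the 10 genes with the largest SD of log2 values among those with a mean of at least 50 normalized counts, and the genes with the highest and lowest SD in each list. Rn18s, Ccnjl and the RT1 genes other than RT1-O1 fall outside the rule and were named after their values were seen.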

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

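The depth blocks were defined after the library totals were seen, and the test of carry-over on Rmrp was chosen only after the counts of Rmrp and 18S ribosomal RNA were seen. The genes present in some rats and nearly absent in others were also picked after their values were seen. The other tests were written down before their own values were seen, but after first looks at the counts. All 27 rats form 1 group, so no explanation by anxiety or treatment was tested for the patterns below, and the content of cell types and the genotype were tested only indirectly. They are signals that the paper does not report.

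Many genes followed the order of the libraries. With the library number as a covariate, 2463 of 11873 genes had an adjusted p under 0.05 in edgeR's quasi-likelihood test (1261 rising and 1202 falling), and 1 of 100 orders of the numbers, the real one, gave as many. The highest of the other orders gave 550 genes. Between the depth blocks, 2112 of 11716 genes differed (1037 higher and 1075 lower in the 11 libraries from number 32), and 1 of 100 splits of the rats into 16 and 11, the real one, gave as many. The other splits gave at most 2 genes. In normalized counts, the ranges of the 2 blocks did not overlap for 38 of 11730 genes, against a median of 0 and at most 1 gene in the other 99 of 100 random splits. A difference in library size was tested by thinning every library to the smallest total, after which 1741 of 11244 genes still differed, so depth alone does not account for the pattern. RNA from other cell types was tested with 12 marker scores, none of which differed between the blocks (lowest adjusted p = 0.136, with 1 of the 12 at an unadjusted p under 0.05). Whether the number or the block is the better description cannot be told apart. With both in 1 model, 1 gene followed the number and 17 the block. A batch difference in the preparation or sequencing of the libraries is a candidate explanation, and so is a difference between the animals, since the paper used 2 cohorts of male Wistar rats. Which rat belonged to which cohort was not used here.

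A difference in genotype between animals was examined because single genes were present in some rats and absent in others. The gene with ID 681419, which has no name in the gene list, had no read in 9 rats, all numbered from 32. The other 18 rats had 114 to 173 normalized counts. RT1-O1, a gene of the rat major histocompatibility complex, had 121 ± 76.5 normalized counts (SD, n = 16) up to number 31 and 10.6 ± 4.57 (SD, n = 11) from number 32, a log2 difference of -3.48 (standard error 0.33, adjusted p = 1.9e-07 in edgeR's quasi-likelihood test). Plaat3 had 16.8 to 29.4 normalized counts in 5 rats (2 up to number 31 and 3 from number 32) and 151 to 693 in the other 22. If a strain or donor variant set the blocks apart, the polymorphic RT1 genes might differ more than other genes. Over 25 RT1 genes, with RT1-O1 left out, the median absolute log2 difference was 0.17, at the 91.3rd percentile of 10000 random lists of matched expression (median 0.13), under the 95th percentile set as the limit. The test is indirect, and the block difference cannot be told apart from a strain or donor variant.

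In rats 12 and 20, 18S ribosomal RNA (Rn18s) reached 12.9 and 10.9 times the median of the other 25 rats, the highest of all rats. Rn7sl1, the RNA of the signal recognition particle, reached 19.9 and 32.6 times the median and Rmrp 33.6 and 112 times. Rmrp is in the paper's LD-SiM list. Besides Rmrp, 3 genes exceeded 10 times the median of the other rats in both libraries. Few genes at this level speak against a gross contamination only, since a mix with another mPFC sample or a small contamination would not raise genes so far, and neither is ruled out. Rn18s and Rn7sl1 are 2 of them, and no other of the 351 pairs of rats had as many. Carry-over of RNA without a poly(A) tail into these libraries is a candidate explanation. Bc1, examined with these RNAs, was not raised in both. In rat 12 it was the lowest of all rats (0.40 times the median of the other 25), while in rat 20 it was 1.96 times the median. Bc1 was high in every rat, with at least 8447 normalized counts, so it may not follow carry-over. No conclusion on carry-over is drawn from it. In the other 25 rats Rmrp rose with Rn18s too (rho = 0.565, permutation p = 0.00371; r = 0.542, permutation p = 0.00658), with r = 0.475 without the 2 farthest rats. Within the blocks r was 0.61 in the 14 remaining libraries up to number 31 and 0.536 in the 11 from number 32. Over the 9 relations in this family the adjusted p was 0.00668 for rho and 0.0197 for r. The counts of Rmrp may therefore follow how the libraries were made, and this remains a hypothesis found and tested in the same rats.

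The summed counts of 8 meningeal marker genes, among them Col1a1, Col3a1 and Igf2, were 14.5 times higher in the rat with the most than in the rat with the least, against 3.15 times for the 10 oligodendrocyte markers. The 14.5 rests in part on 1 library, that of rat 24. The rat with the second most stood at 9.11 times the least, against 2.41 times for the oligodendrocyte markers. The meningeal score followed the third principal component (12.2% of the variance, rho = 0.882, permutation p = 1.0e-05, the smallest possible, and r = 0.891, permutation p = 1.0e-05, with adjusted p = 3.2e-04 for both over 64 relations). It was r = 0.889 without the 2 farthest rats, and rho was 0.888 and 0.955 within the blocks. The component was computed from 9846 genes that include most of these markers. Among them are Col3a1 and Igf2, with SDs of log2 values of 1.55 and 1.49. The relation is therefore partly built in, and its p-values are not an independent test. No cause of the spread of the meningeal markers was tested. Rat 3 stood apart on the first principal component (27.0% of the variance), at 0.726, where the next rat, number 19, had 0.337. It also had the highest EPM-SiM, EPM-SuM and LD-SuM scores (1.78, 2.01 and 1.26). Relations of these scores across rats may therefore rest in part on this rat.

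With the oligodendrocyte score as a covariate, 184 of 12016 genes had an adjusted p under 0.05 (155 rising and 29 falling), the 10 marker genes left out. Of 100 orders of the score, 3 gave as many genes, the real one included, and the highest of the others gave 1937. A difference between the depth blocks was tested as its source by adding the block to the model. The number rose to 376 genes. The score itself did not detectably differ between the blocks (difference 0.158), so adding the block could hardly remove these genes. No conclusion on the block is drawn from this test.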

How the results depend on the processing

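The alternatives were chosen before the data were examined, except those with the depth block, the library number as a covariate, thinned libraries or Rmrp left out, and all alternatives for the genes differing between the depth blocks, which were chosen after seeing the data. Of the 50 alternatives set in advance that were run, over 15 results, 48 kept the outcome. For relations and differences this means the direction and the side of the threshold. For counts of genes it means a count within 1.5 times the main one. The 48 include the alternatives for the list coherences, whose percentiles are at their ceiling, so the total overstates the stability. The planned result on GC content, with 2 alternatives, was not run, since no sequence was used. Of the 19 added later, 14 kept the outcome.

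The results on base means (107 to 108 of 109 genes), genes above counting noise (10541 to 11160), the spread of the qPCR genes (difference from 0.0709 to 0.13, p from 0.0156 to 0.0347), and the LD-SiM against the LD-SuM score (rho from 0.618 to 0.841) kept their outcome under each alternative run. The 4 list coherences stayed at the 100th percentile throughout, but the percentile is at its ceiling for lists called in the same rats and shows no stability. Their median correlations moved, from 0.553 to 0.688 for EPM-SuM and from 0.438 to 0.56 for LD-SiM.

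With the depth block regressed out, the relation of the EPM-SiM to the EPM-SuM score was no longer past the threshold by rho (0.25, adjusted p = 0.207, against 0.00153 to 0.00168 under the other alternatives), but it was by r (0.401, adjusted p = 0.037). The relation of the EPM-SuM to the LD-SuM score, close to 0 in the main setting, changed sign to rho = 0.386 with the block regressed out and to rho = 0.0971 with the oligodendrocyte score regressed out, past the threshold by rho in neither (adjusted p = 0.0939 and 0.763). With the block regressed out it was past the threshold by r (0.562, adjusted p = 0.00484), so a relation appears there that the pooled values do not show. Without the 2 rats farthest from the median oligodendrocyte score, the relation of the LD-SiM score to that score was no longer past the threshold (rho = 0.445, adjusted p = 0.122, against 0.0232 to 0.0461 under the other alternatives). With the depth block as a covariate, genes following the oligodendrocyte score rose from 184 to 376, and genes following the library number fell from 2463 to 1. With the library number as a covariate, genes differing between the blocks fell from 2112 to 17. In these cases the cause was not tested, beyond the overlap of number and block. DESeq2's Wald test in place of edgeR gave 268, 2666 and 2360 genes for these 3 results.

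Depth limits the low genes. Counting noise made up 36.2% of the variance of Fgf14 and 33.3% of that of Adamts4, and differences between rats in such genes are less certain. Among the 140 genes named, 0 of 280 means recomputed with TMM or total counts moved by the SD between rats or more.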

Differences from the paper's values

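None of the 109 base means recomputed differed from the paper's by more than 1.5 times. The largest gap was for Hmgn5, where the row that carries the symbol in RefSeq had 81.6 ± 19.7 normalized counts (SD, n = 27) against the paper's 110.513. The alternatives set before the data were examined left it at 81.6 to 81.7. The row with gene ID 681284 had 111 ± 25.4 normalized counts (SD, n = 27), the value of the table.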

Other observations

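The tests below that use the depth block were chosen after the library totals were seen, those that use 18S ribosomal RNA after its high counts in rats 12 and 20 were seen, and the test of the difference between the blocks in the relation of the EPM lists after that difference was seen. The shares of the lists among the genes that differ between the blocks were also looked at only after those genes were seen. The other tests were written down before their own values were seen, but after first looks at the counts. No explanation by anxiety or treatment was tested, since the rats form 1 group.

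Some of the paper's lists hold more of the genes that differ between the depth blocks than random lists do. All 3 EPM-SiM genes were among them, and 0.08% of 10000 random lists of matched expression held as many. The numbers were 9 of 25 for EPM-SuM (6.12% of random lists), 8 of 18 tested for LD-SiM (0.96%) and 24 of 75 for LD-SuM (0.12%). With the library number in place of the block, they were 3 of 3 for EPM-SiM (0.11% of random lists), 8 of 25 for EPM-SuM (27.5%), 4 of 18 for LD-SiM (58.2%) and 22 of 75 for LD-SuM (2.66%). The excess in the LD-SiM list thus appears with the block only. The genes of the EPM lists shifted against the sign of the paper's log2 fold change from the earlier to the later libraries (3 of 3 and 25 of 25 genes), and those of the LD lists with it (18 of 18 and 74 of 75). Since the genes of a list move together, these are not independent. The list scores shifted by -1.42 (permutation p = 4.0e-05, adjusted p = 1.6e-04) for EPM-SiM, -0.763 (permutation p = 0.0148, adjusted p = 0.0148) for EPM-SuM, 0.873 (permutation p = 0.00143, adjusted p = 0.00286) for LD-SiM and 0.753 (permutation p = 0.00722, adjusted p = 0.00963) for LD-SuM. The paper's text names no batch or cohort term in its regressions. Whether the associations with anxiety hold within the blocks was not tested here.

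Pooled and within-block relations between lists can differ. The EPM-SiM and LD-SuM scores were unrelated over all rats (rho = -0.0916, permutation p = 0.65, adjusted p = 0.816; r = 0.00822, permutation p = 0.967, adjusted p = 0.967; r = -0.102 without the 2 farthest rats). They rose together within the blocks (rho = 0.8, permutation p = 3.3e-04, and rho = 0.527, permutation p = 0.0996), with rho = 0.688 (adjusted p = 6.0e-04) and r = 0.65 (adjusted p = 0.0015) once the block was regressed out. For the EPM-SiM and EPM-SuM scores, the difference in rho between the blocks was 1.30. Reassigning the rats to the blocks gave a permutation p of 0.00132. The pair was picked because it differed, and it has the largest difference of the 6 pairs. Set against the largest difference of all 6 pairs in each reassignment, p was 0.0026, a test added after the difference was seen, in the same rats. By r the later block alone showed no detectable relation (r = -0.458, permutation p = 0.156). The cause of the difference was not tested.

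The EPM-SiM score fell with the library total (rho = -0.833, permutation p = 1.0e-05, the smallest possible, adjusted p = 6.4e-04; r = -0.791, permutation p = 1.0e-05, adjusted p = 6.4e-04; r = -0.77 without the 2 farthest rats, 64 relations in the family, of which 13 had an adjusted p under 0.05 for rho). Within the blocks rho was -0.585 (permutation p = 0.0193, not adjusted) in the 16 libraries up to number 31 and -0.245 (permutation p = 0.468) in the 11 from number 32. The rule set beforehand asked for 1 block with p under 0.05, which was met, but with the block regressed out rho was -0.496 and not past the threshold (adjusted p = 0.0658). A difference between library batches may therefore account for much of the relation and is not ruled out for all of it. The other scores also fell with the total once the block was regressed out, none past the threshold by rho (EPM-SuM, rho = -0.346, adjusted p = 0.29; LD-SiM, rho = -0.487, adjusted p = 0.0693; LD-SuM, rho = -0.473, adjusted p = 0.0799). By r, only LD-SiM was past it (r = -0.536, adjusted p = 0.0338, against r = -0.446, adjusted p = 0.0987 for EPM-SiM), so within the blocks this is not particular to the EPM-SiM list. With the block regressed out, all 4 lists still stood at the 100th percentile of random lists, as did the LD-SiM list with the oligodendrocyte score regressed out. Lists called in these rats are fixed to reach a high percentile, so the percentile cannot tell the sources of the shared movement apart. With the block regressed out, the median correlations were 0.83 for EPM-SiM, 0.553 for EPM-SuM, 0.438 for LD-SiM and 0.468 for LD-SuM. With the oligodendrocyte score regressed out, LD-SiM had 0.465. Matched random lists had medians from -0.0122 to -6.1e-04 in these settings. These values argue against the block, or for LD-SiM the oligodendrocyte score, as the only source. A part from either is not ruled out.

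The tissue was taken beside the forceps minor, a white matter tract, and white matter content is a candidate source of variation. The LD-SiM score rose with the oligodendrocyte score (rho = 0.554, permutation p = 0.0032, adjusted p = 0.0296; r = 0.513, permutation p = 0.00584, adjusted p = 0.0372; r = 0.383 without the 2 farthest rats). Within the blocks r was 0.692 (permutation p = 0.00257) up to number 31 and 0.066 (permutation p = 0.841) from number 32. With the block regressed out the permutation p was 0.00576. The oligodendrocyte score did not detectably differ between the blocks, so this step could hardly weaken the relation and says little about batches. The relation rests in part on the 2 farthest rats. The LD-SuM score was not detectably related to the oligodendrocyte score (rho = 0.292, adjusted p = 0.307), nor the EPM-SiM score to the perivascular macrophage score (rho = 0.244, adjusted p = 0.394). The latter says little, since the macrophage score rests on 2 of 6 marker genes, F13a1 and Lyve1, with 18 to 81 reads per rat together and 28.5% and 45.9% of their variance from counting. White matter is not the only such measure. The EPM-SiM score fell with the excitatory neuron score (rho = -0.528, permutation p = 0.00509, adjusted p = 0.0296; r = -0.57, permutation p = 0.00142, adjusted p = 0.0182; r = -0.422 without the 2 farthest rats), with rho = -0.668 (permutation p = 0.00567) and -0.7 (permutation p = 0.021) within the blocks and -0.661 (adjusted p = 0.0166) with the block regressed out. The LD-SuM score fell with the inhibitory neuron score (rho = -0.509, permutation p = 0.00694, adjusted p = 0.0342; r = -0.542, permutation p = 0.00351, adjusted p = 0.0281; r = -0.46 without the 2 farthest rats), with rho = -0.721 (permutation p = 0.00205) and -0.355 (permutation p = 0.287) within the blocks and -0.604 (adjusted p = 0.0333) with the block regressed out. It also fell with the score of 2 male genes (rho = -0.603, permutation p = 0.00127, adjusted p = 0.0203; r = -0.492, permutation p = 0.00976, adjusted p = 0.0446; r = -0.599 without the 2 farthest rats), with rho = -0.588 (permutation p = 0.0176) and -0.655 (permutation p = 0.0347) within the blocks and -0.579 (adjusted p = 0.0376) with the block regressed out. The LD-SiM score with the striatal neuron score (adjusted p = 0.0296) and the LD-SuM score with the blood score (adjusted p = 0.0296) were past the threshold only without the block regressed out (adjusted p = 0.353 and 0.223 with it). Others were past it by rho only with the block regressed out. LD-SiM with inhibitory neurons had rho = -0.554 and LD-SuM with excitatory neurons rho = -0.553. EPM-SiM with male genes had rho = -0.542 (adjusted p = 0.0376 for each). By r only, EPM-SuM fell with excitatory neurons, pooled (r = -0.608, adjusted p = 0.0149) and with the block regressed out (r = -0.59, adjusted p = 0.0197). The neuron and male relations are thus not particular to 1 list. The source of these relations was not tested.

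Carry-over of RNA without a poly(A) tail was tested as a source of further patterns through Rn18s, with the block regressed out. It was not detectably related to Bc1 (permutation p = 0.388), to the EPM-SuM score without Bc1 (permutation p = 0.225) or to the LD-SiM score without Rmrp (permutation p = 0.623). The blocks differed here. Up to number 31 and from number 32, rho was 0.338 (permutation p = 0.198) and -0.218 (permutation p = 0.523) for Bc1, 0.459 (permutation p = 0.0745) and -0.282 (permutation p = 0.403) for EPM-SuM, where r in the later block was -0.791, and 0.0147 (permutation p = 0.96) and 0.664 (permutation p = 0.0311) for LD-SiM. These nulls are therefore averages over unlike blocks and do not rule carry-over out. Bc1 rose with Rn7sl1 over all rats, however (rho = 0.641, permutation p = 4.8e-04, adjusted p = 0.00108; r = 0.492, permutation p = 0.01, adjusted p = 0.0225; r = 0.766 without the 2 farthest rats). Within the blocks rho was 0.526 (permutation p = 0.0373) and -0.227 (permutation p = 0.507), and with the block regressed out 0.297 (adjusted p = 0.239). The median of Rn7sl1 was 9.36 times and that of Bc1 2.03 times higher up to number 31 than from number 32, so regressing the block out may remove what carry-over would produce, and carry-over is not ruled out for Bc1. The EPM-SiM score rose with Rn18s over all rats (rho = 0.725, permutation p = 3.0e-05, adjusted p = 1.35e-04 over 9 relations; r = 0.347, permutation p = 0.0782, adjusted p = 0.117; r = 0.646 without the 2 farthest rats). Within the blocks rho was 0.485 (permutation p = 0.0588) and 0.464 (permutation p = 0.155), and with the block regressed out 0.402 (permutation p = 0.0388, adjusted p = 0.0873). Carry-over was not set as an explanation for this list beforehand, and it is not ruled out for it.

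Sst, a marker of inhibitory neurons, was listed at 0 in all 27 rats, as were Kdm5d, Uty, Stab1, Hba-a2 and Folr1, while Vip had 587 ± 93.5 and Pvalb 437 ± 80.6 normalized counts (SD, n = 27). How these rows were counted was not examined. Of the 5 genes with the highest means, Zwint had 35542 ± 2706, Apoe 25159 ± 2917, Snap25 24624 ± 2382 and Scd2 23291 ± 2772 normalized counts, all with far less spread than Bc1. Other genes with a large SD of log2 values were Aqp1 (1.62), Cartpt (1.69), Slc22a6 (1.68), Tnnt2 (1.77), Rn7sl1 (1.96) and Ogn, which has 2 rows (1.64 and 1.59).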
